# Induction of Epithelial Mesenchimal Transition and Vasculogenesis in the Lenses of Dbl Oncogene Transgenic Mice

**DOI:** 10.1371/journal.pone.0007058

**Published:** 2009-09-16

**Authors:** Paolo Fardin, Marzia Ognibene, Cristina Vanni, Amleto De Santanna, Luigi Varesio, Alessandra Eva

## Abstract

**Background:**

The Dbl family of proteins represents a large group of proto-oncogenes involved in cell growth regulation. The numerous domains that are present in many Dbl family proteins suggest that they act to integrate multiple inputs in complicated signaling networks involving the Rho GTPases. Alterations of the normal function of these proteins lead to pathological processes such as developmental disorders and neoplastic transformation. We generated transgenic mice introducing the cDNA of Dbl oncogene linked to the metallothionein promoter into the germ line of FVB mice and found that onco-Dbl expression in mouse lenses affected proliferation, migration and differentiation of lens epithelial cells.

**Results:**

We used high density oligonucleotide microarray to define the transcriptional profile induced by Dbl in the lenses of 2 days, 2 weeks, and 6 weeks old transgenic mice. We observed modulation of genes encoding proteins promoting epithelial-mesenchymal transition (EMT), such as down-regulation of epithelial cell markers and up-regulation of fibroblast markers. Genes encoding proteins involved in the positive regulation of apoptosis were markedly down regulated while anti-apoptotic genes were strongly up-regulated. Finally, several genes encoding proteins involved in the process of angiogenesis were up-regulated. These observations were validated by histological and immunohistochemical examination of the transgenic lenses where vascularization can be readily observed.

**Conclusion:**

Onco-Dbl expression in mouse lens correlated with modulation of genes involved in the regulation of EMT, apoptosis and vasculogenesis leading to disruption of the lens architecture, epithelial cell proliferation, and aberrant angiogenesis. We conclude that onco-Dbl has a potentially important, previously unreported, capacity to dramatically alter epithelial cell migration, replication, polarization and differentiation and to induce vascularization of an epithelial tissue.

## Introduction

The Dbl protein is the prototype member of a large family of guanine nucleotide exchange factors (GEFs) for Rho GTPases [1]–[3], which are known to regulate various physiological processes including actin cytoskeleton organization, cell movement, cell proliferation, cytokinesis, and apoptosis [4]–[6]. Consistent with the wide spectrum of actions of Rho-like proteins on growth regulation, Dbl and most Dbl-like proteins possess oncogenic potential. Oncogenic activation of Dbl occurs by truncation of the amino-terminal 497 residues [7], resulting in constitutively active carboxyl-terminal sequences that include a Dbl homology (DH) domain in tandem with a pleckstrin homology (PH) domain, the conserved motifs of the Dbl family. Dbl-mediated generation of transformed foci of NIH3T3 cells is probably caused by altered gene expression. Hence, Dbl was found to activate JNK and to stimulate transcription from NF-kB responsive elements and cyclin D1 promoter [8]–[10]. However, an attempt to produce Dbl-induced neoplastic transformation in transgenic mice failed to generate tumors [11]. In those studies we generated transgenic mice by introducing the entire Dbl transforming genomic sequences and the onco-Dbl cDNA linked to a set of different tissue specific promoters into the germ line of FVB/N mice. We reported that mice with the crystallin promoter, cry-*dbl*, the metallothionein promoter, MT-*dbl*, and a cosmid clone constructs, cos-*dbl*, expressed the Dbl protein in the lenses and developed cataracts [11].

A normal lens is characterized by a single layer of cells, the lens epithelium, which cover the anterior part of the lens that faces the cornea. The lens epithelium ends on the rims of the anterior surface of the lens and contains cells in the central region that do not divide, and are essentially quiescent, surrounded by a dividing zone of cells followed at the equatorial fringe by the dividing cells that differentiate into fiber cells. The fiber cells mass provides the lens with its functional phenotype, transparency, while the epithelial cells are the metabolically active cells of the lens and sustain the physiological health of this tissue. The lens epithelium is recognizable as a morphological entity early during gestation and remains in this morphological state for the rest of the life.

The cataracts of the Dbl transgenic mice were characterized by a dramatic fibroblastic dysplasia of the lens, disruption of the lens architecture and aberrant epithelial cell proliferation. The eyes of adult cry-*dbl* transgenic mice were the ones with milder pathological alterations. Specifically, the embryonic nucleus of the lens was typically intact while the posterior region of the lens, which is normally occupied by the elongating secondary fiber cells, showed extensive vacuolization. In addition, the pattern of differentiation of the secondary fiber cells at the equatorial region was abnormal, and there was evidence of disorganization in the cuboidal epithelial cells. The dysplasia observed in the cos-*dbl* family with cataracts was very similar to that seen in the MT-*dbl* lenses, but occurred more slowly than that of the eyes of MT-*dbl* mice. Differentiation of the secondary fiber cells was abnormal, showing posterior migration of equatorial epithelial cells and defects in nuclear resorption. Anterior epithelial cells became disorganized and multilayered, forming epithelial plaques lying underneath the lens capsule. The dysplastic epithelial cells proliferated and dispersed throughout the cortex of the lens and subsequently adopted the appearance and behavior of fibroblastic cells. The nuclei became elongated, irregular in shape, and surrounded by connective tissue.

We have now analyzed in depth the alterations caused by the expression of Dbl oncogene in the mouse lens epithelial cells. We have chosen the transgenic mouse family expressing the onco-Dbl cDNA linked to the metallothionein promoter because it shows the most dramatic dysplasia of the lens and thus it probably represents the animal model where Dbl more strongly interferes with the differentiation and growth of lens cells.

We report here the transcriptome analysis of wt and MT-*dbl* transgenic mouse lenses at different time points after birth. The results obtained indicate down-regulation of epithelial cell markers and up-regulation of fibroblast markers, compatible with an EMT event [12]–[14]. Moreover, genes encoding proteins involved in the positive regulation of apoptosis were heavily down regulated while those involved in the inhibition of apoptosis were strongly upregulated, indicative of evasion from cell death. Finally, several genes encoding proteins involved in the process of vascularization were upregulated. Hystological examination confirmed that lymphangiogenesis and angiogenesis occur in the Dbl transgenic lenses.

## Materials and Methods

### DNA construct and generation of transgenic mice

The construction of the plasmid containing the Dbl oncogene cDNA under the control of the MT promoter and the generation of the transgenic mice was previously described [11]. Briefly, the mouse MT promoter construct, P341-3, kindly provided by P. Howley [15], was cleaved at the unique BglII site localized 3′ of the MT promoter and ligated to the BamHI site of the Dbl cDNA [16]. Embryos at the single-cell stage were isolated from superovulated FVB/N females mated to FVB/N males. Transgenic mice were generated by pronuclear microinjection of the DNA construct at a concentration of 2 mg/ml in 10 mM Tris and 0.1 mM EDTA, pH 7.8. Embryos were reimplanted into pseudopregnant ICR/Hsd foster mothers and allowed to develop to term. Mice found to carry the transgene and to transmit it to progeny were cross bred to Balb/c mice, which are rd+.

### Microarray experiments and statistical analysis

Whole lenses were removed from 2, 14, and 42 day old Dbl transgenic and wild type mice and stored in RNAlater RNA stabilizing reagent (Qiagen, Hilden, Germany). 4 to 8 individual lenses were pooled and homogenized in buffer through a 22-gauge needle. Three independent pools from each time and condition were used as replicates. Total RNA was isolated using RNeasy mini kit (Qiagen) according to the manufacturer's instructions. The quality of RNA was evaluated using Agilent Bioanalyzer 2100 (Agilent Technologies, Germany) and the RNA was quantified by NanoDrop (NanoDrop Technologies Wilmington, USA).

For the 2-, 14- and 42-days samples, 10 µg of each RNA sample was reverse-transcribed into cDNA and biotin labeled according to the Affymetrix's instructions (Affymetrix, SantaClara, CA). Biotin-labeled cRNA was cleaned with the RNeasy Mini Kit (Qiagen) and ethanol precipitation, analyzed for quality with Agilent Bioanalyzer 2100 and fragmented by incubation at 94°C for 35 min in 40 mM Tris-acetate, pH 8.1, 100 mM potassium acetate, 30 mM magnesium acetate. Fragmented cRNA was used for hybridization to Affymetrix Murine Genome Array U74Av2. GeneChips were scanned using an Affymetrix GeneChip Scanner 3000. All microarrays were examined for surface defects, grid placement, background intensity, housekeeping gene expression, and a 3′∶5′ ratio of probe sets from genes of various lengths.

The complete data set for each microarray experiments has been deposited in the Gene Expression Omnibus public repository at National Center for Biotechnology Information (accession number GSE15694).

Expression values were quantified and array quality control was performed with the statistical algorithms implemented in Affymetrix Microarray Suite 5.0. The resulting data were analyzed by GeneSpring Expression Analysis Software Gx 7.3 (Silicon Genetics, Redwood City, CA). After normalization process, the gene expression levels of replicate experiments were averaged and only genes that were modulated by at least 1.5-fold in the Dbl transgenic lenses relative to the wild type lenses (means of three experiments) were considered differentially expressed. The significance of gene expression differences between the two experimental conditions was calculated using a non-parametric test (Wilcoxon-Mann-Whitney U test, p-value cutoff 0.05).

The gene lists were analyzed and clustered in different pathways or functional categories sorted by a p-value<0.05, according to their biological function using the Database for Annotation, Visualization and Integrated Discovery 2.0 (DAVID 2.0) tool [17].

### RT-PCR validation

For the 2, 14, and 42 day old samples 2 µg of total RNA was reverse-transcribed using Advantage RT-PCR KIT (Clontech, Mountain View, CA) and Real Time quantitative PCR (qRT-PCR) was performed on a Prism 7500 Sequence Detection System (Applied Biosystems, Inc. [ABI], Foster City), using SYBR Green PCR Master Mix (Applied Biosystems), and 300 nM sense and antisense oligonucleotide primers (TIBMolbiol, Italy and Qiagen). Primers for crystallin α A (Cryaa) and crystallin γ f (Crygf) were purchased from Qiagen (Quantitect primer assay, codes 12954 and 12969 respectively). All other primer pairs (Table S1) were designed using Primer-3 software [18] from sequences in GenBank with a Tm optimum of 60°C and a product length of 80–150 nt and tested before use to confirm appropriate product size and optimal concentrations. qRT-PCR was conducted in triplicate for each target transcript under the following cycling conditions: initial denaturation of 3 min during which the well factor was measured, 50 cycles of 15 s at 95°C followed by 30 s at 60°C. Fluorescence was measured during the annealing step in each cycle. Expression data were normalized on the values obtained in parallel for three reference genes (glutathione peroxidase 1 (Gpx1); dynactin 2 (Dctn2); and presenilin 1 (Psen1)) using the Bestkeeper software [19]. Relative expression values and standard error (SE) were calculated using Q-gene software [20].

### Histochemical and immunohistochemical analysis

Eyes from 2, 14, 28, 42 day old mice were fixed with 2% paraformaldehyde and paraffin embedded. For histological analysis five micrometer thick serial sections were stained with Ignesti (aurantia, emallume, methyl blue, orange G, and phosphomolybdic acid) or Azan-Mallory. For immunohistochemistry analysis serial sections were treated in a microwave oven four times with citrate buffer (pH 6.0) for 5 min at 960 W. Sections were saturated with 10% BSA in PBS with 0.1% Triton X-100 and incubated overnight at 4°C in a humidified chamber with the specific primary Ab. For immunohistochemical analyses anti MMP12 rabbit monoclonal (Novus Biologicals), anti E-cadherin mouse monoclonal [21], anti Ccl2/MCP-1 rabbit polyclonal (Abcam), anti Bcl2A1 rabbit polyclonal (Abcam), and SPP-1 mouse monoclonal (Santa Cruz Biotechnology) antibodies were used. The reactions were developed with LSAB2 System-HRP (Dako) after addition of a secondary goat anti-mouse antiserum (DAKO). Images were obtained with a Leica DMRB microscope. Micrographs were taken on LEICA DFC 320 camera.

### TUNEL Assay

DNA cleavage was assessed by enzymatic end-labeling of DNA strand breaks with a commercial kit (In Situ Cell Death Detection kit, Fluorescent, Roche Molecular Chemicals). Labeling was carried out according to the manufacturer's instructions. Briefly, paraffin embedded lens sections were deparaffined and rehydratated and washed with deionized water. Sections were, then, permeabilized with 0.1% Triton X-100 for 8 minutes at room temeprature. After rinsing with PBS, slides were incubated with 20 µL of terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick end labeling (TUNEL) reaction mixture, containing TdT- and FITC-labeled dUTP, in a humidified atmosphere for 1 hour at 37°C in the dark. Rinsed slides were then coverslipped with Vectashield mounting medium containing 4′,6′-diamidino-2-phenylindole (DAPI; Vector Laboratories, Burlingame, CA) for nuclear counterstaining. TUNEL+ apoptotic cells, which fluoresce bright green, were viewed with a Nikon Eclipse E1000 fluorescent microscope (Nikon Corp., Tokyo, Japan) equipped with a FITC filter.

## Results

Mice carrying the Dbl cDNA linked to the mouse metallothionein promoter express the Dbl protein in the lenses and show dominant bilateral lens cataracts characterized by disruption of the lens architecture, aberrant epithelial cell proliferation and a dramatic fibroblastic dysplasia [11]. Fig. 1 shows the histology of Dbl transgenic mouse lenses in comparison with normal nontransgenic ones at different times after birth. The normal lens remains morphologically the same and only grows in size as the mouse grows older (Fig. 1 a–h). At higher magnification it is clearly visible the migration at the equatorial region of the epithelial cells and their differentiation into lens fiber cells. Transgenic mice, on the other hand, showed disruption of the lens architecture and epithelial cells exhibited a disorganized proliferation. At the equatorial region, the epithelial cells migrate towards the anterior as well as the posterior region and disperse throughout the lens, adopted the appearance of fibroblastic cells, with spindle-shaped nuclei (Fig. 1, m–p). Fiber cells could no longer be observed indicating abnormalities in the differentiation process of lens cells (Fig. 1, i–p). By 6 weeks of age the dysplasia of the lens was extensive accompanied by dramatic changes in the other parts of the eye. The iris appeared disorganized and attached to the anterior part of the lens and the retina appeared disorganized and convoluted (Fig. 1, o). Moreover, the lens capsule appeared partially destroyed (Fig. 1, p).

**Figure 1:**
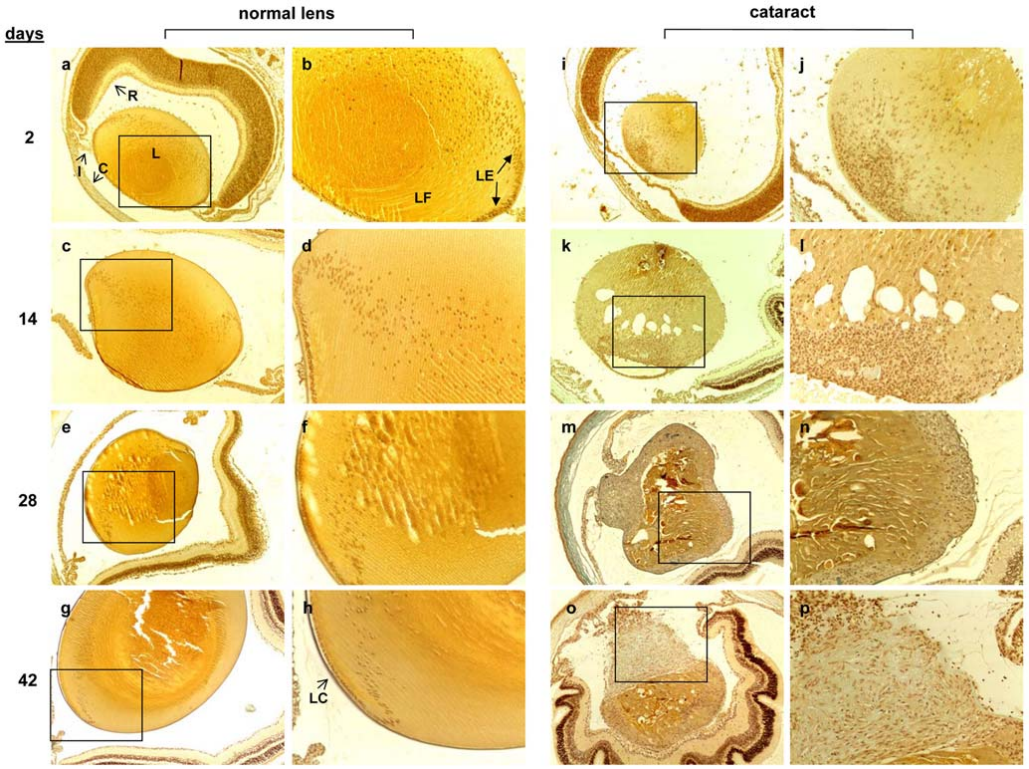
Developmental progression of Dbl transgenic lenses. Eyes were fixed with 2% paraformaldehyde and paraffin embedded. Serial sections were stained with Ignesti. (a, h,) normal lenses; (i–p) lenses from transgenic mice. (a, b, i, j) lenses from 2 day old mice; (c, d, k, l) lenses from 14 day old mice; (e, f, m, n) lenses from 28 day old mice; (g, h, o,p) lenses from 42 day old mice. (a, c, e, g, i, k, m, o) 40×; (b, d, f, h, j, l, n, p) 100×. The boxes in a, c, e, g, i, k, m, and o denote the regions shown at higher magnification in b, d, f, h, j, l, n, and p, respectively. Symbols: C, cornea; I, iris; L, lens; R, retina; LC, lens capsule; LE, lens epithelial cell monolayer; LF, lens fiber cells.

To further analyze the alterations caused by the expression of onco-Dbl in the mouse lens epithelial cells (Dbl-lens), we analyzed the gene transcriptional profile of the lenses of the transgenic mice using the Affymetrix Murine Genome Array U74Av2 chip. RNA was extracted from 2, 14 and 42 day old Dbl transgenic and wild type mice lenses. Three independent RNA pools for each experimental condition were analyzed. 

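The deposited signals of 18 arrays were compared, from 3 pools of wild type (wt) and 3 pools of Dbl transgenic (Dbl) lenses at each of 2, 14 and 42 days of age, and the number of arrays limits the precision of every value. The authors obtained one signal per probe set, on a linear scale, with Affymetrix Microarray Suite. The mean signal of an array, after trimming the lowest and highest 2%, was close to 500 for 11 arrays and lay between 24.2 and 95.2 for the other 7, so every array was first scaled to a trimmed mean of 500. Signals below 1 were set to 1, and log2 signals of the 12422 probe sets that are not controls were fitted with limma, with one mean for each of the 6 groups. A log2 fold change is that of Dbl over wt lenses at one age, or the mean of the log2 fold changes at the 3 ages where this is stated. Standard errors and p-values come from limma, and p-values were adjusted over all 12422 probe sets (Benjamini-Hochberg). With 3 pools against 3, a rank or permutation test for a single age cannot give an exact two-sided p below 0.1. Dbl 2 days replicate 2 had its highest correlation with Dbl 42 days replicate 1 (Pearson r = 0.958 across the 6565 probe sets with a mean signal over 200), and Dbl 42 days replicate 2 with Dbl 2 days replicate 1 (r = 0.951); probe sets are not independent replicates. The 5'/3' ratio of the Gapdh control probe sets was 0.294 for wt and 0.323 for Dbl 42 days replicate 3, and from 0.651 to 1.45 on the other arrays. Carriers of the transgene, made in FVB/N mice, were bred to Balb/c mice, and the strain of the wt mice is not given in the sources used here.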

The genes modulated by more than 1.5 fold in Dbl transgenic lenses relative to wild type samples were considered and the significance of gene expression differences between the two experimental conditions was calculated using a non-parametric test (Wilcoxon-Mann-Whitney U test) with a confidence level of 95%. 

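Ccl2 was among the genes that rose at each of the 3 ages, and Mocs2 (molybdopterin synthase), Eif5b (a translation initiation factor), Chpt1 (choline phosphotransferase) and Trafd1 fell at each of them. Over the mean of ages, the log2 fold change was -2.89 (standard error 0.26, adjusted p = 8.8e-06) for Mocs2, -4.13 (standard error 0.42, adjusted p = 2.2e-05) for Eif5b, -2.26 (standard error 0.24, adjusted p = 3.0e-05) for Chpt1 and -2.39 (standard error 0.26, adjusted p = 3.5e-05) for Trafd1, each with 3 pools per group and age. At 2 days 3 probe sets were higher and 22 lower in Dbl lenses at an adjusted p under 0.05 from limma, at 14 days 12 were higher and 28 lower, and at 42 days 22 were higher and 74 lower. Over the mean of ages, 396 were higher and 804 lower, and 335 genes were higher and 582 lower where each gene was counted once. At 2 days the calls of these 4 genes were lost with median scaling and without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 (adjusted p up to 0.379), at 14 days without 3, 3, 12 and 4 of the 18 arrays, left out one at a time (up to 0.182), and at 42 days without the replicate 3 arrays of that age (up to 0.133). With the replicate number as a block, 17 were higher and 92 lower at 14 days, and 50 were higher and 157 lower at 42 days. The split between higher and lower was 2 and 2 at 2 days with each array scaled to its median, and 27 and 40 (median scaling) or 30 and 60 (quantile normalization) at 42 days. The median log2 fold change of all probe sets was -0.19, 0.03 and -0.18 at 2, 14 and 42 days. Median scaling moved it by 0.09, -0.12 and 0.15 and quantile normalization by 0.17, -0.02 and 0.19, so every change here is relative to the mean signal of its array. The groups of an age did not overlap for 18.28%, 15.24% and 21.7% of the probe sets at 2, 14 and 42 days, where chance gives 10%. By the study's rule, a ratio of mean signals of at least 1.5 and no overlap, 4602 probe sets passed at any age, 1670 of them higher and 2969 lower, with 37 counted in both since they were higher at one age and lower at another. They stand for 3537 genes. Without those 2 Dbl arrays, 0 probe sets passed limma at 2 days (1665 had an unadjusted p under 0.05 with all arrays), 21 were higher and 44 lower at 14 days, 22 and 82 at 42 days, and 230 and 528 over the mean of ages. Leaving out one array moved the number of lower probe sets from 1 (wt 2 days replicate 1) to 115 (wt 2 days replicate 2) at 2 days, from 0 (wt 14 days replicate 3) to 87 (Dbl 14 days replicate 1) at 14 days and from 1 (wt 42 days replicate 2) to 109 (Dbl 14 days replicate 1) at 42 days.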

We identified a total of 2,776 genes differentially expressed in Dbl transgenic mice at 2, 14 and 42 day old lenses. Analysis of the biological processes was performed to assess the overall number of significantly changed genes in various functional categories according to Gene Ontology (GO) annotations [22] and to determine the general trend of the molecular response to Dbl expression. 

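Of 31 genes of antigen presentation and the interferon response, 7 rose over the mean of ages and 24 did not pass the test (8 rose when adjusted over the list alone). B2m, the light chain of class I molecules, had a log2 fold change of 1.89 (standard error 0.41, adjusted p = 0.00807), and Psmb8, a subunit of the immunoproteasome, of 2.30 (standard error 0.39, adjusted p = 0.00147). Of 38 ribosomal protein genes, 10 fell and 28 did not pass (14 fell and 1 rose when adjusted over the list alone); Rps28 had a log2 fold change of -0.93 (standard error 0.22, adjusted p = 0.0153) and Rps29 of -0.85 (standard error 0.22, adjusted p = 0.0251). Of 33 protein folding genes, 4 fell (5 when adjusted over the list alone, and 7 fell and 3 rose with the replicate block). Of the 4, P4hb, a protein disulfide isomerase, had -2.04 (standard error 0.24, adjusted p = 6.9e-05), and Dnajb1, a co-chaperone of Hsp70, -1.73 (standard error 0.27, adjusted p = 6.6e-04). These and 34 other gene lists were tested at each age with camera, with a preset correlation between genes, and 30 of the 111 tests passed at an adjusted p under 0.05, but 0 passed with an estimated correlation, and 19 passed by fry, another test in limma. The antigen presentation list passed at 2, 14 and 42 days (adjusted p = 0.0286, 2.9e-05 and 4.6e-04; adjusted p = 0.678, 0.440 and 0.517 with an estimated correlation), the ribosomal list at 14 and 42 days (adjusted p = 2.9e-05 and 0.00197; 0.367 and 0.449 with an estimated correlation) and the protein folding list at 14 days (adjusted p = 0.0444; adjusted p = 0.221 with an estimated correlation). Without Dbl 2 days replicate 2 and Dbl 42 days replicate 2, 6 antigen presentation genes rose and 3 ribosomal protein genes fell, and the antigen presentation list no longer passed at 2 days (adjusted p = 0.972) nor the protein folding list at 14 days (0.0504; 0.00525 to 0.581 over the alternatives), which was also lost without 6 of the 18 arrays, left out one at a time. By fry the antigen presentation list passed at no age (lowest adjusted p = 0.214). The ribosomal protein genes that fell numbered 4 with median scaling and 2 with quantile normalization. The call of Rps28 was lost with quantile normalization (0.276), with an adjusted p of 7.1e-04 to 0.276 over the alternatives. The call of Rps29 was lost without 4 of the 18 arrays, left out one at a time (up to 0.0561, without Dbl 42 days replicate 1) and without those 2 arrays (0.0691), with an adjusted p of 0.00513 to 0.0691 over the alternatives.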

The transcriptional profile induced by onco-Dbl was mainly related to changes in morphogenesis, cell cycle, cell adhesion, cell proliferation, signaling cascade, nucleic acid and protein metabolism, apoptosis, and angiogenesis (Table 1).

**Table 1:** Functional analysis of genes induced or suppressed in Dbl transgenic mouse^a^.

GO ID^b^	GO Category	Genes	%^c^	P-value^d^
**Induced genes**				
GO:0006396	RNA processing	50	2.91%	1.08E-07
GO:0007049	cell cycle	80	4.66%	2.14E-06
GO:0046907	intracellular transport	76	4.42%	1.73E-04
GO:0006915	apoptosis	61	3.55%	1.91E-04
GO:0007399	nervous system development	60	3.49%	2.30E-04
GO:0007242	intracellular signaling cascade	99	5.76%	2.76E-04
GO:0000902	cellular morphogenesis	47	2.74%	1.13E-03
GO:0006281	DNA repair	24	1.40%	2.79E-03
GO:0006954	inflammatory response	23	1.34%	3.45E-03
GO:0009653	morphogenesis	91	5.30%	3.77E-03
GO:0006956	complement activation	10	0.58%	3.96E-03
GO:0009416	response to light stimulus	10	0.58%	3.96E-03
GO:0050770	regulation of axonogenesis	7	0.41%	1.09E-02
GO:0043066	negative regulation of apoptosis	17	0.99%	1.47E-02
GO:0008203	cholesterol metabolism	10	0.58%	2.00E-02
GO:0030182	neuron differentiation	28	1.63%	2.09E-02
GO:0006096	glycolysis	10	0.58%	2.23E-02
GO:0030029	actin filament-based process	19	1.11%	2.48E-02
GO:0006350	transcription	184	10.71%	2.52E-02
GO:0001568	blood vessel development	20	1.16%	2.56E-02
GO:0051028	mRNA transport	6	0.35%	3.52E-02
GO:0007155	cell adhesion	55	3.20%	3.52E-02
GO:0007219	Notch signaling pathway	8	0.47%	3.90E-02
GO:0006909	phagocytosis	7	0.41%	4.34E-02
GO:0051270	regulation of cell motility	8	0.47%	4.87E-02
**Suppressed genes**				
GO:0019538	protein metabolism	253	19.05%	2.47E-12
GO:0007423	sensory organ development	10	0.75%	3.52E-07
GO:0007422	peripheral nervous system development	12	0.90%	1.75E-06
GO:0009887	organ morphogenesis	55	4.14%	2.40E-06
GO:0042254	ribosome biogenesis and assembly	19	1.43%	6.47E-05
GO:0043065	positive regulation of apoptosis	22	1.66%	7.98E-05
GO:0001654	eye development	14	1.05%	2.66E-04
GO:0006066	alcohol metabolism	28	2.11%	3.67E-04
GO:0006412	translation	22	1.66%	4.19E-04
GO:0006082	organic acid metabolism	43	3.24%	9.38E-04
GO:0006629	lipid metabolism	47	3.54%	3.90E-03
GO:0006457	protein folding	24	1.81%	3.93E-03
GO:0006096	glycolysis	10	0.75%	4.28E-03
GO:0007399	nervous system development	43	3.24%	6.87E-03
GO:0046907	intracellular transport	53	3.99%	1.24E-02
GO:0006508	proteolysis	54	4.07%	1.36E-02
GO:0006915	apoptosis	42	3.16%	1.39E-02
GO:0006520	amino acid metabolism	22	1.66%	1.60E-02
GO:0048598	embryonic morphogenesis	15	1.13%	1.70E-02
GO:0046849	bone remodeling	11	0.83%	1.85E-02
GO:0007155	cell adhesion	45	3.39%	2.28E-02
GO:0007223	frizzled-2 signaling pathway	5	0.38%	2.49E-02
GO:0016055	Wnt receptor signaling pathway	12	0.90%	2.79E-02
GO:0008284	positive regulation of cell proliferation	13	0.98%	2.85E-02
GO:0007267	cell-cell signaling	24	1.81%	2.93E-02
GO:0007167	enzyme-linked receptor protein signaling	21	1.58%	3.72E-02
GO:0007179	TGF beta receptor signaling pathway	7	0.53%	3.84E-02
GO:0009308	amine metabolism	27	2.03%	4.07E-02
GO:0006979	response to oxidative stress	7	0.53%	4.22E-02

The Gene Ontology categories and the number of significantly changed genes in the various functional categories are listed. The categories are divided into induced genes (upper panel) and suppressed genes (lower panel) according to their differential expression in Dbl transgenic versus wild type lenses.

a GO analysis performed using NIH DAVID http://david.abcc.ncifcrf.gov.

b Gene ontology ID numbers obtained from AmiGO http://www.genedb.org/amigo-cgi/go.cgi.

c % of total induced or suppressed genes.

d T-test p-value (confidence of 95%) indicates the gene enrichment for that pathway.

Some GO biological process categories were selected for a more detailed analysis because more closely related to lens biology, such as eye development, Wnt and TGFβ pathway, and to oncogene-induced cell transformation, such as cell adhesion, apoptosis, blood vessel development and Notch pathway. For each category we considered the genes that were modulated by more than 1.5 fold in at least two time points out of three. As shown in Table 2, there is a strong decrease in RNA levels of genes encoding lens structural proteins and lens-fiber specific markers, in all the time points, indicating that Dbl strongly perturbs lens structure and function. 

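Bfsp1 encodes filensin, a beaded filament protein of lens fiber cells, and lies on chromosome 2 of GRCm38 from 143826528 to 143915219. Its signal was 30833 ± 20780.5 (SD, n = 3) in wt and 2661 ± 1820.0 (SD, n = 3) in Dbl lenses at 2 days, 36177 ± 14022 and 3762 ± 5164 at 14 days, and 40601 ± 6645 and 1952 ± 2371 at 42 days (log2 fold change -4.36, standard error 0.55, adjusted p = 1.3e-04 over the mean of ages). Of 9 crystallin genes with a probe set of their own, the structural proteins of the lens, all 9 fell over the mean of ages (9 when adjusted over the list alone). The log2 fold change was -1.14 (standard error 0.24, adjusted p = 0.00675) for Cryaa, -1.17 (standard error 0.25, adjusted p = 0.00818) for Cryba1, -1.88 (standard error 0.38, adjusted p = 0.00512) for Crybb2 and -1.60 (standard error 0.25, adjusted p = 8.0e-04) for Crygs. Of 13 other genes of lens fiber cells, 8 fell and 5 did not pass (11 fell when adjusted over the list alone). Both lists were lower by camera at 2, 14 and 42 days, the crystallins with an adjusted p of 2.0e-06, 1.6e-08 and 1.6e-08 (adjusted p = 0.284, 0.221 and 0.221 with an estimated correlation) and the fiber cell genes with 1.9e-06, 5.1e-09 and 6.1e-08 (adjusted p = 0.266, 0.221 and 0.221 with an estimated correlation). All 11 probe sets of the eye development category of Table 2 were lower over the mean of ages (11 when adjusted over the list alone). With quantile normalization these 11 were all lower but 6 passed. The study chose this list on these samples, so it is not independent evidence. Without Dbl 2 days replicate 2 and Dbl 42 days replicate 2, 9 crystallin and 8 fiber cell genes fell; with quantile normalization the 9 crystallin genes were all lower but 3 passed. The calls of Cryaa, Cryba1, Crybb2 and Crygs were then lost (adjusted p = 0.971, 0.912, 0.129 and 0.141), the lowest adjusted p over the alternatives being 4.2e-04, 4.4e-04, 2.3e-04 and 5.1e-05, and a second probe set of Crybb2 had 0.61 (adjusted p = 0.163, mean signal 626).

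**Figure D1:**
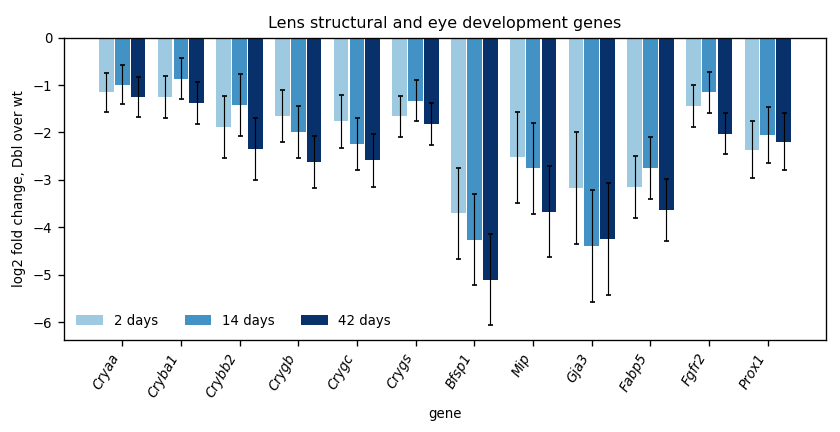
Log2 fold change of Dbl over wt lenses (vertical axis) for lens structural and eye development genes (horizontal axis) at 2, 14 and 42 days of age, where bars are limma estimates from 3 pools per group and lines their standard errors. Every bar lies below 0.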

Perturbation of epithelial cell features, migration and polarity characteristics are indicated by down regulation of laminin α2 (Lama2), collagen type IV (Col4a1, Col4a2 and Col4a3) and E-cadherin (Cdh1) and up-regulation of N-cadherin (Cdh2), collagen type 1 (Col1a1), periostin (Postn), matrix metalloproteinase 12 (Mmp12) and the transforming growth factor beta induced gene (Tgfbi), a structural homolog of periostin. 

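Among genes of the basement membrane, Lama2, a laminin chain, had a log2 fold change of -1.93 (standard error 0.37, adjusted p = 0.00375) over the mean of ages, Col4a1 of -1.68 (standard error 0.32, adjusted p = 0.00355), Col4a2 of -2.04 (standard error 0.46, adjusted p = 0.0110) and Nid1, which links laminin to collagen IV, of -2.10 (standard error 0.43, adjusted p = 0.00585). Col4a3 had -1.88 (standard error 0.60, adjusted p = 0.0542), with an adjusted p of 0.0429 with the replicate block. Cdh1, the cadherin of epithelial junctions, lies on chromosome 8 of GRCm38 from 106603350 to 106670247 and fell (log2 fold change -0.69, standard error 0.19, adjusted p = 0.0269). Its signal was 822 ± 132 (SD, n = 3) in wt and 324 ± 87.8 in Dbl lenses at 2 days, 577 ± 58.3 and 587 ± 74.2 at 14 days, and 715 ± 151 and 434 ± 117 at 42 days. Cdh2, the cadherin of mesenchymal and neural cells, did not pass the test over the mean of ages (0.37, standard error 0.36, adjusted p = 0.538); its signal was 5106 ± 2553 in wt and 3769 ± 3079 in Dbl lenses at 2 days, 2822 ± 964 and 4068 ± 1342 at 14 days, and 772 ± 428 and 1581 ± 522 at 42 days. Col1a1, a chain of the collagen of interstitial matrix, rose on the probe set of Table 2 (2.40, standard error 0.63, adjusted p = 0.0243), and its other probe set had 1.02 (adjusted p = 0.0635, mean signal 466). Postn had 1.53 (standard error 0.39, adjusted p = 0.0218), Mmp12, a metalloelastase, 2.30 (standard error 0.40, adjusted p = 0.00184) and Tgfbi 3.20 (standard error 0.53, adjusted p = 0.00111). Of 19 basement membrane genes, 5 fell, 1 rose (Agrn) and 13 did not pass (9 fell and 1 rose when adjusted over the list alone); the list was lower by camera at 2 and 42 days (adjusted p = 0.0344 and 0.0128; adjusted p = 0.617 and 0.596 with an estimated correlation) and passed fry at neither age (0.321 and 0.192). Of the 18 probe sets of the cell adhesion and ECM category of Table 2, 9 rose and 6 fell (10 and 7 when adjusted over the list alone). The counts were 4 and 6 with a signal floor at the 40th percentile, and 6 and 5 without Dbl 2 days replicate 2 and Dbl 42 days replicate 2. The study chose this list on these samples, so it is not independent evidence. The call of Cdh1 was lost without 5 of the 18 arrays, left out one at a time (up to 0.0595, without Dbl 42 days replicate 1) and without those 2 arrays (0.0810), with an adjusted p of 0.00529 to 0.0810 over the alternatives. The call of Col1a1 was lost without 2 of the 18 arrays, left out one at a time (up to 0.0527, without Dbl 42 days replicate 1), with a signal floor at the 40th percentile (0.0827), without those 2 arrays (0.0585) and without the replicate 3 arrays of 42 days (0.0623), with an adjusted p of 0.00514 to 0.0827 over the alternatives. The call of Tgfbi was lost with a signal floor at the 40th percentile (0.0706), with an adjusted p of 1.2e-04 to 0.0706 over the alternatives. The call of Postn was lost without Dbl 42 days replicate 1 (0.0509) and without the replicate 3 arrays of 42 days (0.0629), with an adjusted p of 0.00548 to 0.0629 over the alternatives. At 2 days the basement membrane list was lost without wt 2 days replicate 1 (0.406), Dbl 2 days replicate 2 (0.0856) or Dbl 2 days replicate 3 (0.0682) and without those 2 Dbl arrays (0.0771), and at 42 days without Dbl 42 days replicate 3 (0.0722).

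**Figure D2:**
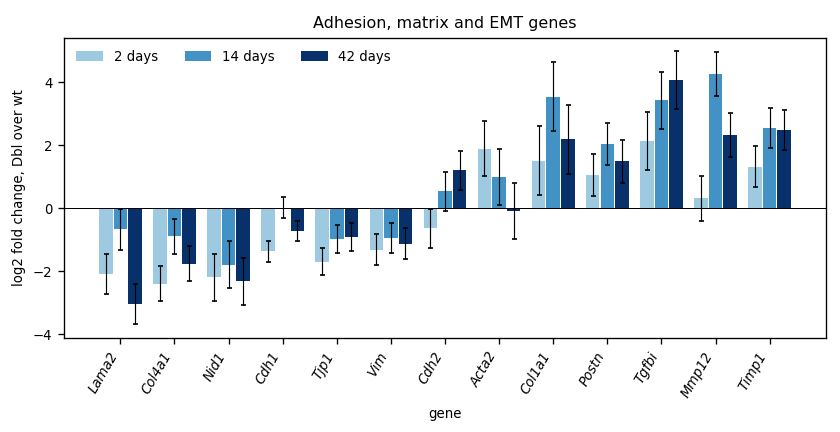
Log2 fold change of Dbl over wt lenses (vertical axis) for adhesion, matrix and EMT genes (horizontal axis) at 2, 14 and 42 days of age, where bars are limma estimates from 3 pools per group and lines their standard errors. Lama2, Col4a1, Nid1, Tjp1 and Vim lie below 0 at every age, and Col1a1, Postn, Tgfbi, Mmp12 and Timp1 above 0.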

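Fas, the receptor that triggers the extrinsic pathway of apoptosis, fell: its signal was 265 ± 223 (SD, n = 3) in wt and 8.86 ± 4.08 in Dbl lenses at 2 days, 439 ± 128 and 68.9 ± 98.3 at 14 days, and 624 ± 73.4 and 30.7 ± 30.4 at 42 days (log2 fold change -4.35, standard error 0.64, adjusted p = 4.8e-04 over the mean of ages). The Dbl signals lie near background, so the size of this change is not exact; it was -1.67 with signals below the 40th percentile set to it (adjusted p = 1.8e-04; 2.2e-06 to 0.00230 over the alternatives). Cideb, a protein of the CIDE family, and Faf1, which binds Fas, on the probe set of Table 2, also fell (-1.88, standard error 0.50, adjusted p = 0.0258, and -0.91, standard error 0.22, adjusted p = 0.0165). The other probe sets of Faf1 had -1.39 (adjusted p = 0.00405, mean signal 857) and -0.61 (adjusted p = 0.0698, mean signal 294). Table 2 gives the more abundant of these for Cryab, under eye development, so its fall may not belong to Faf1. Casp9, the caspase of the apoptosome, had -0.67 (standard error 0.21, adjusted p = 0.0508, and adjusted p = 0.0398 with the replicate block). Its other probe sets had -0.63 (adjusted p = 0.105, mean signal 337), 0.53 (adjusted p = 0.119, mean signal 281) and 0.63 (adjusted p = 0.545, mean signal 69.9). Bad had -0.59 (standard error 0.25, adjusted p = 0.136), or 0.62 (adjusted p = 0.441, mean signal 205) on its other probe set, and Dapk2 -0.58 (standard error 0.31, adjusted p = 0.239). Bnip2 rose on the probe set of Table 2 (2.20, standard error 0.45, adjusted p = 0.00568), while its more abundant probe set had -0.46 (adjusted p = 0.265, mean signal 640.0). Of 31 pro-apoptotic genes, 3 fell and 28 did not pass (4 fell when adjusted over the list alone), and of 20 anti-apoptotic genes, Ier3 rose, Bcl2 fell and 18 did not pass (1 and 1 when adjusted over the list alone). Neither list passed camera at any age (lowest adjusted p = 0.463 and 0.752). Over the mean of ages the pro-apoptotic list was lower by fry (adjusted p = 0.0482) and did not pass camera (0.669). The anti-apoptotic list passed neither (0.640 by fry and 0.806 by camera). In Table 2, 3 of 7 probe sets of positive regulation of apoptosis fell and 4 did not pass (5 fell when adjusted over the list alone), and of the 5 genes of negative regulation 2 have a probe set of their own here, of which Bnip2 rose (2 when adjusted over the list alone); the study chose these on the same samples, so they are not independent evidence. Of 3 probe sets that Bcl2a1 paralogs share, 2 rose (2.09, standard error 0.40, adjusted p = 0.00355, and 2.55, standard error 0.49, adjusted p = 0.00360) and 1 did not pass (-0.83, standard error 0.56, adjusted p = 0.358). The call of Cideb was lost without 5 of the 18 arrays, left out one at a time (up to 0.0589, without wt 42 days replicate 2), with quantile normalization (0.0504) and without the replicate 3 arrays of 42 days (0.0604), with an adjusted p of 0.00272 to 0.0604 over the alternatives. The call of Ier3 was lost without 7 of the 18 arrays, left out one at a time (up to 0.0665, without Dbl 42 days replicate 1) and without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 (0.0966), with an adjusted p of 0.00227 to 0.0966 over the alternatives. The call of Faf1 was lost without those 2 arrays (0.0524), with an adjusted p of 0.00653 to 0.0524 over the alternatives.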

Genes involved in the pro-apoptotic process are mainly down-regulated in Dbl transgenic lenses, whereas genes with anti-apoptotic activity are up-regulated. These data support a role for Dbl in promoting cell survival. Moreover, our results suggest that onco-Dbl may induce neovascularisation, since modulation of genes involved in angiogenesis such as Anxa2, Ctfg, Eng, Nrp, Plat, and mostly Ccl2, a potent inducer of angiogenesis [23] is also observed in Dbl lenses. 

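Of 30 angiogenic genes, Ccl2, Plat, Cxcl1 and Nrp1 rose over the mean of ages and 26 did not pass (5 rose and 1 fell when adjusted over the list alone). Cxcl1, a chemokine that attracts neutrophils, had a log2 fold change of 2.09 (standard error 0.53, adjusted p = 0.0197), and Ccn2 (CTGF), a matrix protein induced by TGFβ, of 1.31 (standard error 0.43, adjusted p = 0.0598). Sema3a, a ligand of Nrp1 that repels endothelial cells, had -1.20 (standard error 0.50, adjusted p = 0.127), with an adjusted p of 0.0398 with the replicate block. The list had a median of -0.04 and a mean of 0.28, was called higher by camera at no age (lowest adjusted p = 0.0956, at 14 days), and passed fry at 14 days (adjusted p = 0.0237). Of 13 antiangiogenic genes, 0 passed limma at an adjusted p under 0.05 over the mean of ages (4 had an unadjusted p under 0.05); the list had a median of -0.30 and a lowest adjusted p by camera of 0.507. Of the 8 probe sets of the angiogenesis category of Table 2, 3 rose (5 rose and 1 fell when adjusted over the list alone; 2 rose without Dbl 2 days replicate 2 and Dbl 42 days replicate 2), and the study chose this list on these samples, so it is not independent evidence. The call of Cxcl1 was lost with a signal floor at the 40th percentile (0.112), with an adjusted p of 0.00706 to 0.112 over the alternatives.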

Finally, onco-Dbl alters the gene expression profile of Notch, Wnt and TGFβ-mediated developmental signalling pathways, critical for the morphogenesis of many vital organs and tissues [24].

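In the Notch pathway Dll1, a ligand, rose over the mean of ages (2.00, standard error 0.52, adjusted p = 0.0242), as did the histone deacetylases Hdac5 (1.21, standard error 0.26, adjusted p = 0.00809) and Hdac6 (0.65, standard error 0.19, adjusted p = 0.0426) of the Notch category of Table 2, and Mesp2, a transcription factor, fell (-1.27, standard error 0.33, adjusted p = 0.0229). In the Wnt pathway Wnt6 (-1.57, standard error 0.31, adjusted p = 0.00407), Wnt1 (-0.94, standard error 0.24, adjusted p = 0.0229) and the corepressor Tle3 (-0.99, standard error 0.25, adjusted p = 0.0182) fell, and Fzd2, a receptor, rose (2.04, standard error 0.53, adjusted p = 0.0229). Nlk had 0.70 (standard error 0.28, adjusted p = 0.124), with an adjusted p of 0.0407 with the replicate block. Neurod4, which Table 2 lists under Notch, had 1.09 (standard error 0.91, adjusted p = 0.459), with an adjusted p of 0.0367 with the replicate block. In the TGFβ pathway Inhbb, a subunit of activin, rose (2.24, standard error 0.65, adjusted p = 0.0390) and Chrd, an antagonist of BMPs, fell (-1.61, standard error 0.32, adjusted p = 0.00499). Of the lists made for these pathways, 1 of 27 Notch genes rose and 1 fell, 1 of 47 Wnt genes rose and 4 fell, and 2 of 40 TGFβ and BMP genes rose and 3 fell (1 and 1, 1 and 6, and 2 and 4 when adjusted over each list alone). Their lowest adjusted p by camera at any age was 0.335, 0.244 and 0.528. Over the mean of ages the Wnt list was lower by fry (adjusted p = 0.0070) and did not pass camera (0.141). The Notch list and the TGFβ and BMP list passed neither (0.731 and 0.170 by fry, 0.67 and 0.883 by camera). The TGFβ and BMP genes had a median of 0.02 and a mean of -0.04. In Table 2, 4 of 8 Notch probe sets rose, 4 of 14 Wnt probe sets rose and 5 fell, and 6 of 11 TGFβ probe sets rose and 1 fell (6 and 0, 7 and 6, and 8 and 3 when adjusted over each list alone), lists that the study chose on these samples and that are not independent evidence. Without Dbl 2 days replicate 2 and Dbl 42 days replicate 2, 1 Notch probe set rose, 3 Wnt probe sets rose and 4 fell, and 4 TGFβ probe sets rose and 1 fell. Of 22 photoreceptor genes, 3 rose over the mean of ages (3 when adjusted over the list alone, 1 without those 2 arrays), among them Unc119 (1.31, standard error 0.36, adjusted p = 0.0299) and Gngt2, which Table 2 lists under Wnt (2.95, standard error 0.64, adjusted p = 0.00757). The photoreceptor list was higher at 2 and 42 days (adjusted p = 0.0240 and 0.0477; 0.699 and 0.739 with an estimated correlation), and the list of inner retina and neuron genes, of which Stx1a passed alone of 31, at 2 days (adjusted p = 0.00183; 0.617 with an estimated correlation). Without those 2 arrays the photoreceptor list was not called at 2 or 42 days (adjusted p = 0.123 and 0.188), nor the inner retina list at 2 days (0.203), while the inner retina list was called higher at 42 days (0.0348, against 0.461 with them; 2.9e-04 to 0.948 over the alternatives), and the replicate block called 7 photoreceptor and 5 inner retina genes higher. The calls of Dll1, Hdac6, Wnt1, Inhbb, Unc119 and Stx1a were lost without those 2 arrays (adjusted p = 0.0578, 0.109, 0.0573, 0.121, 0.0625 and 0.111), and without 4, 13, 2, 11, 10 and 12 of the 18 arrays, left out one at a time (up to 0.0552, 0.0912, 0.0513, 0.0818, 0.0649 and 0.0801). With a signal floor at the 40th percentile the calls of Fzd2, Inhbb, Chrd, Hdac6 and Gngt2 were lost (adjusted p = 0.342, 0.264, 0.114, 0.0544 and 0.0947). Over the alternatives the lowest adjusted p of these 5 genes was 0.00101, 0.00312, 0.00223, 0.00774 and 3.7e-04. With this floor the log2 fold change was 0.38 for Fzd2, 0.23 for Inhbb, -0.36 for Chrd, 0.81 for Gngt2 and -0.57 for Wnt6. The mean signals of Fzd2 (122.7), Inhbb (63.7) and Wnt6 (122.1) lie under the background level of 129, so the size of their changes is not exact. The call of Mesp2 was lost without Dbl 2 days replicate 1 (0.0507) and without the replicate 3 arrays of 42 days (0.0625), with an adjusted p of 0.00310 to 0.0625 over the alternatives.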

**Table 2:** Differentially expressed genes of selected functional category.

Function^a^	Gene Name	GenBank	Description	2 days^b^	14 days^b^	42 days^b^
Eye development	Bfsp1	AB003147	beaded filament structural protein in lens-CP94	−12.28	−20.80	−30.93
	Cryaa	J00376	crystallin, alpha A	−2.10	−2.16	−2.15
	Cryab	AI842724	crystallin, alpha B	−2.57	−3.31	−1.91
	Cryba1	AJ239052	crystallin, beta A1	−2.25	−1.97	−2.34
	Crybb2	M60559	crystallin, beta B2	−3.45	−2.89	−4.57
	Crygb	AV360800	crystallin, gamma B	−6.81	−11.09	−13.85
	Crygc	Z22574	crystallin, gamma C	−3.19	−5.14	−5.40
	Crygd	M16512	crystallin, gamma D	−5.46	−11.99	−5.00
	Crygf	X57855	crystallin, gamma F	−2.22	−3.65	−3.14
	Crygs	AF032995	crystallin, gamma S	−2.97	−2.71	−3.18
	Mip	U27502	major intrinsic protein of eye lens fiber	−5.41	−7.32	−11.43
Cell Adhesion/ECM	Catna2	D25282	catenin alpha 2	−2.39	−2.18	−2.80
	Cdh1	X60961	cadherin 1	−2.43	−1.16	−1.81
	Cdh2	M31131	cadherin 2	3.23	1.62	2.56
	Cdh5	AI853217	cadherin 5	−1.59	2.41	6.52
	Col1a1	U03419	procollagen, type I, alpha 1	3.01	10.66	5.05
	Col4a1	M15832	procollagen, type IV, alpha 1	−4.93	−2.00	−3.03
	Col4a2	X04647	procollagen, type IV, alpha 2	−5.15	−3.17	−3.86
	Col4a3	Z35166	procollagen, type IV, alpha 3	−8.39	−1.40	−3.77
	Lama2	U12147	laminin, alpha 2	−3.98	−1.73	−7.33
	Itga6	X69902	integrin alpha 6	−4.00	−1.72	−3.12
	Mmp12	M82831	matrix metalloproteinase 12	1.81	17.70	11.12
	Ncam1	X15052	neural cell adhesion molecule 1	2.18	1.18	1.81
	Postn	D13664	periostin, osteoblast specific factor	2.21	3.78	3.12
	Tgfbi	L19932	transforming growth factor, beta induced	4.65	9.86	18.48
	Timp1	V00755	tissue inhibitor of metalloproteinase 1	2.66	5.41	6.20
	Tnc	X56304	tenascin C	1.20	3.28	2.58
	Vcam1	U12884	vascular cell adhesion molecule 1	4.06	2.98	3.56
	Vcl	AI462105	vinculin	1.57	3.19	4.12
TGFβ signaling pathway	Acvrl1	Z31664	activin A receptor, type II-like 1	−1.77	−1.37	−2.03
	Atf3	U19118	activating transcription factor 3	3.16	2.90	2.08
	Bmp1	L24755	bone morphogenetic protein 1	1.61	2.57	2.73
	Bmpr1a	D16250	bone morphogenetic protein receptor, type 1A	2.09	2.11	10.27
	Ccl7	X70058	chemokine (C-C motif) ligand 7	5.05	10.32	1.63
	Ccl8	AB023418	chemokine (C-C motif) ligand 8	5.15	14.00	3.74
	Fgfr1	U22324	fibroblast growth factor receptor 1	2.05	2.51	2.12
	Inhbb	X69620	inhibin beta-B	8.41	1.88	7.41
	Pcdha4	D86916	protocadherin alpha 6	2.35	2.10	2.15
	Smad1	U58992	MAD homolog 1 (Drosophila)	−2.61	−4.97	−2.49
	Smad5	U58993	MAD homolog 5 (Drosophila)	−1.75	−2.58	−1.08
Wnt signaling pathway	Cldn5	U82758	claudin 5	5.12	1.52	5.05
	Fhos2	AA795285	formin-family protein FHOS2	3.93	3.12	3.84
	Foxl1	X92498	forkhead box L1	−2.20	−1.74	−2.48
	Frat1	U58974	frequently rearranged in advanced T-cell lymphomas	3.13	1.35	2.35
	Fzd2	AW123618	frizzled homolog 2	3.77	3.03	6.64
	Gngt2	AI882325	guanine nucleotide binding protein, gamma transducing activity polypeptide 2	22.54	2.35	9.32
	Nlk	AF036332	nemo like kinase	1.89	−1.09	2.68
	Sfrp1	U88566	secreted frizzled-related sequence protein 1	−3.80	−3.44	−3.63
	Tcf12	X64840	transcription factor 12	1.73	2.04	2.51
	Tcfap2c	X94694	transcription factor AP-2, gamma	2.70	1.63	1.82
	Tle3	X73360	transducin-like enhancer of split 3, homolog of Drosophila E	−1.60	−2.76	−1.63
	Wnt1	M11943	wingless-related MMTV integration site 1	−2.41	−1.41	−1.89
	Wnt10b	U61970	wingless related MMTV integration site 10b	−2.79	−1.61	−1.94
	Wnt6	M89800	wingless-related MMTV integration site 6	−2.94	−2.76	−2.98
Notch signaling pathway	Capg	X54511	capping protein, gelsolin-like	2.53	8.75	3.61
	Cntn1	X14943	contactin 1	1.79	2.19	2.40
	Dll1	X80903	delta-like 1 (Drosophila)	7.78	2.34	3.90
	Hdac5	AF006602	histone deacetylase 5	2.67	1.86	2.71
	Hdac6	AF006603	histone deacetylase 6	1.65	1.59	1.62
	Mfng	AF015769	manic fringe homolog	2.37	1.62	2.18
	Neurod4	AF036257	neurogenic differentiation 4	4.27	1.31	1.90
	Psen2	U57325	presenilin 2	1.92	1.43	1.54
Positive regulation of apoptosis	Bad	AV102186	Bcl-associated death promoter	2.06	1.12	−1.84
	Bclaf1	AA874446	BCL2-associated transcription factor 1	1.53	−2.36	−2.30
	Casp7	U67321	caspase 7	−6.29	−4.73	−4.08
	Casp9	AB019600	caspase 9	−1.87	−1.96	−1.72
	Cideb	AF041377	cell death-inducing DNA fragmentation factor, alpha subunit-like effector B	−5.13	−3.85	−2.32
	Dapk2	AB018002	death-associated kinase 2	−2.07	−1.74	−1.05
	Faf1	AV222925	Fas-associated factor 1	−1.73	−2.18	−1.60
	Tnfrsf6	M83649	tumor necrosis factor receptor superfamily, member 6	−17.51	−16.08	−27.61
Negative regulation of apoptosis	Bcl2a1c	U23778	hematopoietic-specific early-response A1-c protein	5.71	3.57	4.12
	Bcl2a1a	U23781	hematopoietic-specific early-response A1-a protein	3.49	7.35	8.53
	Bnip1	AW060311	BCL2/adenovirus E1B interacting protein 1, NIP1	1.21	1.87	2.38
	Bnip2	AF035207	BCL2/adenovirus E1B 19 kDa-interacting protein 1, NIP2	5.63	3.94	4.81
	Spp1	X13986	secreted phosphoprotein 1	68.23	57.16	25.84
Angiogenesis	Anxa2	M14044	annexin A2	1.86	1.73	2.70
	Ccl2	M19681	chemokine (C-C motif) ligand 2	56.25	67.27	29.15
	Cited2	Y15163	cbp/p300-interacting transactivator, with glu/asp-rich carboxy-terminal domain, 2	1.63	1.13	2.59
	Ctgf	M70642	connective tissue growth factor	3.21	2.66	1.94
	Eng	X77952	endoglin	1.27	2.41	2.55
	Nrp	D50086	neuropilin 1	1.82	2.33	4.16
	Plat	J03520	plasminogen activator, tissue	2.07	2.43	1.58
	Sema3a	D85028	sema domain, immunoglobulin domain (Ig), secreted, (semaphorin) 3A	−3.45	−1.67	−1.92

The differentially expressed genes and their relative fold changes are listed for each of the time points. The genes were divided according to their Gene Ontology functional categories.

a The common gene name, the genbank accession number, a brief gene description, and the fold change value are specified for each gene.

b Fold change is calculated as a ratio of Dbl/wt signals (average of expression level of three experiments). For down-regulated genes the ratio is expressed as the negative reciprocal.

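The log2 fold changes of Dbl over wt lenses at 2 and 14 days had a Pearson r of 0.415 and a Spearman correlation of 0.386 across the 12422 probe sets, those at 2 and 42 days 0.590 and 0.598, and those at 14 and 42 days 0.470 and 0.442; the ages share no arrays, and probe sets are not independent replicates. Of the probe sets called at 2 days, 13 were also called at 14 days and 14 at 42 days, and 22 were called at both 14 and 42 days. All of them had the same direction at both ages. The Dbl effect differed between 2 and 14, 2 and 42, and 14 and 42 days for 0 probe sets at an adjusted p under 0.05 in limma, where 399, 209 and 481 had an unadjusted p under 0.05; 30 passed between 2 and 14 days with weights for each array (arrayWeights) in limma. Lyz2, the lysozyme of myeloid cells, had a log2 fold change of 2.86 at 2, 4.79 at 14 and 4.65 at 42 days (standard error 1.11), and Hmox1, heme oxygenase, -2.66, -3.14 and -3.22 (0.65). Leaving out one array moved these correlations to between 0.291 (2 and 14 days, without Dbl 14 days replicate 1) and 0.623 (2 and 42 days, without wt 2 days replicate 2). On simulated data with known changes, a difference of 3 on the log2 scale between 2 and 42 days was recovered for 21 of 66 probe sets and one of 2 for 2 of 67, so differences of this size can pass undetected.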

During the first 6 weeks of examination, as differentiation and growth of the lens ensued, no major differences in the overall trend of gene modulation induced by Dbl expression were observed. Only in a few cases changes were seen. For example, vascular endothelial cadherin (Cdh5) was down regulated at 2 days, but became gradually up-regulated by two and six weeks of age, and Eng was basically unchanged at 2 days but became up-regulated at 2 and 6 weeks of age.

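Cdh5, the cadherin of endothelial junctions, had a signal of 160.4 ± 81.6 (SD, n = 3) in wt and 99.5 ± 62.5 in Dbl lenses at 2 days, 65.5 ± 28.9 and 166 ± 60.6 at 14 days, and 16.5 ± 2.93 and 101 ± 43.8 at 42 days. Its log2 fold changes were -0.76, 1.38 and 2.53 (standard error 0.65), with adjusted p = 0.634, 0.571 and 0.0766 from limma. Its Dbl effect at 42 days exceeded that at 2 days by 3.29 (standard error 0.92, adjusted p = 1.000 from limma). Eng, endoglin, a coreceptor for TGFβ on endothelial cells, had 614 ± 293 and 565 ± 316 at 2 days, 410.0 ± 165 and 753 ± 654 at 14 days, and 362 ± 219 and 691 ± 78.1 at 42 days. Its log2 fold changes were -0.19, 0.61 and 1.20 (standard error 0.63; adjusted p = 0.917, 0.865 and 0.391), and the difference between 42 and 2 days was 1.39 (standard error 0.89, adjusted p = 1.000). Neither gene passed the test at an age or for the difference between ages.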

The data of the gene expression profile in Dbl lenses, such as up-regulation of genes involved in cell proliferation, down-regulation of lens-specific genes and of epithelial cell markers, and up-regulation of fibroblast markers are in agreement with the histological observations (Fig. 1). Moreover, modulation of genes such as cadherins and collagens type 1 and 4 suggested that Dbl oncogene induces changes in lens cells compatible with an EMT process. 

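Of 38 genes of the cell cycle and proliferation, Lig1, a DNA ligase of replication, rose over the mean of ages (1.42, standard error 0.39, adjusted p = 0.0306) and 37 did not pass (0 when adjusted over the list alone; 4 had an unadjusted p under 0.05). Rrm1, a subunit of ribonucleotide reductase, had 1.12 (standard error 0.53, adjusted p = 0.184) and Kif20a, a mitotic kinesin, 1.27 (standard error 0.51, adjusted p = 0.119). Of 10 inhibitors of cyclin-dependent kinases, Cdkn2d rose (1.26, standard error 0.22, adjusted p = 0.00175; 1 when adjusted over the list alone), and this list passed camera at no age (lowest adjusted p = 0.559). The cell cycle list was higher by camera at 42 days (adjusted p = 0.00993; adjusted p = 0.734 with an estimated correlation) and not at 2 or 14 days (0.212 and 0.863); the difference between ages was not tested for lists. Without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 the cell cycle list was higher at 2 days (adjusted p = 1.7e-10) and no longer at 42 days (0.972). Of 17 lens epithelium genes, 5 fell (7 when adjusted over the list alone; 4 without those 2 arrays), among them Fgfr2, a receptor of fibroblast growth factors (-1.54, standard error 0.25, adjusted p = 0.00111), Sfrp1, an inhibitor of Wnt (-1.90, standard error 0.40, adjusted p = 0.00664), and Npnt, nephronectin (-0.91, standard error 0.19, adjusted p = 0.00669); the list was lower at 2 and 42 days (adjusted p = 0.00700 and 0.0344; 0.266 and 0.367 with an estimated correlation). Of 20 genes of epithelial junctions and keratins, 4 fell (4 when adjusted over the list alone, 2 without those 2 arrays), among them Pkp2, plakophilin (-1.11, standard error 0.33, adjusted p = 0.0440). This list was lower at 2 days (adjusted p = 0.0309, and 0.221 with an estimated correlation), a call lost without 3 of the 18 arrays, left out one at a time. Of 32 genes of fibroblasts and interstitial matrix, 5 rose and 2 fell (7 and 2 when adjusted over the list alone; 3 and 2 without those 2 arrays). Timp1, an inhibitor of metalloproteinases, had 2.12 (standard error 0.37, adjusted p = 0.00171) and Fbln2, fibulin, 1.84 (standard error 0.36, adjusted p = 0.00427). Mmp2, a gelatinase, had -2.96 (standard error 0.48, adjusted p = 9.0e-04), or -0.41 with signals below the 40th percentile set to it. The fibroblast list was higher at 14 days (adjusted p = 0.00700, and 0.384 with an estimated correlation), a call lost without Dbl 14 days replicate 1 (0.587). The call of Lig1 was lost without 8 of the 18 arrays, left out one at a time (up to 0.0651, without Dbl 2 days replicate 1) and without the replicate 3 arrays of 42 days (0.0662), with an adjusted p of 0.00653 to 0.0662 over the alternatives. The call of Pkp2 was lost without 12 of the 18 arrays, left out one at a time (up to 0.0969, without wt 2 days replicate 3), with median scaling (0.0656), without a trend of the variance (0.0646) and without those 2 arrays (0.113), with an adjusted p of 8.2e-04 to 0.113 over the alternatives.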

EMT requires loss of epithelial polarity and epithelial specific proteins, induction of a fibroblastoid phenotype and of mesenchymal markers, and acquisition of a migratory phenotype [12], [25], [26]. We searched the results obtained and determined a 21-transcript list of genes modulated by Dbl expression and involved in EMT (Table 3). An overlapping of 17 out of 20 genes exists with the genes in the GO categories of Table 2. The selected genes include hallmarks of EMT such as E-cadherin (Cdh1), N-cadherin (Cdh2), collagen 1 (Col1a1), collagen 4 (Col4a1, Col4a2, Col4a3), smooth muscle alpha-actin (Asma), and tight junction protein 1 (Zo-1) and genes whose modulation has been implicated in EMT processes such as inhibition of cell adhesion, cell–matrix interaction, disruption of basement membrane and digestion of extracellular matrix (laminin, Vil2, Itga6, Tgfbi, Plat, Mmp12), and inhibition of apoptosis, increased survival and proliferation (Casp7, Casp9, Bcl2a1, Ki-67). Representative references describing the involvement of these genes in EMT process are given in Table 3. These observations suggest that onco-Dbl expression in mouse lenses induces events associated with EMT.

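Of the 18 probe sets of Table 3 that were found, 5 rose over the mean of ages, 7 fell and 6 did not pass. When adjusted over the list alone, 7 rose and 9 fell. The counts were 4 and 6 without Dbl 2 days replicate 2 and Dbl 42 days replicate 2, and 2 and 7 with a signal floor at the 40th percentile. The study chose this list on these samples, so the counts are not independent evidence. Itga6, the integrin chain that binds laminin, had a log2 fold change of -1.53 (standard error 0.34, adjusted p = 0.00851) and Ezr (Vil2), ezrin, which links membrane to actin, of -0.96 (standard error 0.27, adjusted p = 0.0327). Of 10 transcription factors of EMT, a list made for this comparison, Zeb1 fell (-0.58, standard error 0.16, adjusted p = 0.0342) and 9 did not pass (2 fell when adjusted over the list alone), with Twist2 at -1.07 (standard error 0.34, adjusted p = 0.0551), Snai2 at -0.56 (standard error 0.25, adjusted p = 0.163) and Tcf4 at 0.67 (standard error 0.28, adjusted p = 0.131). This list passed camera at no age (lowest adjusted p = 0.101), and was lower by fry at 42 days (adjusted p = 0.0371). The call of Ezr was lost without 11 of the 18 arrays, left out one at a time (up to 0.0732, without wt 2 days replicate 3), without a trend of the variance (0.0526) and without the replicate 3 arrays of 42 days (0.0709), with an adjusted p of 0.00220 to 0.0732 over the alternatives. The call of Zeb1 was lost without 11 of the 18 arrays, left out one at a time (up to 0.0703, without wt 2 days replicate 3), with median scaling (0.0730), with a signal floor at the 40th percentile (0.0554), without a trend of the variance (0.0537) and without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 (0.0854), with an adjusted p of 0.00739 to 0.0854 over the alternatives. From the changes in these genes, whose part in EMT it takes from the literature, the paper proposes that onco-Dbl sets off events of this kind in the lens. The paper also draws on histology, qRT-PCR, collagen staining and immunohistochemistry, which were not analysed here.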

**Table 3:** Differentially expressed genes related to the EMT process.

Gene name^a^	GenBank	Description	2 days^b^	14 days^b^	42 days^b^	References
α-Sma	X13297	actin, alpha 2, smooth muscle, aorta	3,96	1,85	1,06	[43], [44]
Bcl2a1c	U23778	hematopoietic-specific early-response A1-c	5,71	3,57	4,12	[45], [46]
Bcl2a1a	U23781	hematopoietic-specific early-response A1-a	3,49	7,35	8,53	[45], [46]
Bmp1	L24755	bone morphogenetic protein 1	1,61	2,57	2,73	[13]
Bmpr1a	D16250	bone morphogenetic protein receptor, type 1A	2,09	2,11	10,27	[47]
Casp7	U67321	caspase 7	−6,29	−4,73	−4,08	[48], [49]
Casp9	AB019600	caspase 9	−1,87	−1,96	−1,72	[50]
Cdh1	X60961	cadherin 1	−2,43	−1,16	−1,81	[51], [52]
Cdh2	M31131	cadherin 2	3,23	1,62	2,56	[53], [54]
Col1a1	U03419	procollagen, type I, alpha 1	3,01	10,66	5,05	[55]
Col4a1	M15832	procollagen, type IV, alpha 1	−4,93	−2	−3,03	[44], [56]
Col4a2	X04647	procollagen, type IV, alpha 2	−5,15	−3,17	−3,86	[44], [56]
Col4a3	Z35166	procollagen, type IV, alpha 3	−8,39	−1,4	−3,77	[44], [56]
Ki-67	X82786	antigen identified by monoclonal antibody Ki 67	4,56	5,3	17,18	[57], [58]
Itga6	X69902	integrin alpha 6	−4	−1,72	−3,12	[43], [44]
Lama2	U12147	laminin, alpha 2	−3,98	−1,73	−7,33	[44], [59]
Mmp12	M82831	matrix metalloproteinase 12	1,81	17,7	11,12	[60], [61]
Plat	J03520	plasminogen activator, tissue	2,07	2,43	1,58	[62]
Tgfbi	L19932	transforming growth factor, beta induced	4,65	9,86	18,48	[63]
Vil2	X60671	villin 2	−2,27	−1,64	−1,79	[63]
Zo-1	D14340	tight junction protein 1	−3,04	−2,14	−1,69	[64], [65]

The differentially expressed genes and their relative fold changes are listed for each of the time points.

a Common gene name, genbank accession number, a brief gene description, and the fold change value are specified for each gene.

b Fold change is calculated as a ratio of Dbl/wt signals (average of expression level of three experiments). For down-regulated genes the ratio is expressed as the negative reciprocal.

To validate the microarray results, mRNA levels for a subset of genes were quantified by quantitative real time PCR (qRT-PCR) (Fig. 2). 

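Among the genes also measured by qRT-PCR, Vcam1, an adhesion molecule for leukocytes, had a log2 fold change of 1.76 (standard error 0.53, adjusted p = 0.0455) on the arrays over the mean of ages, and Mfng, a glycosyltransferase that modifies Notch, of 0.81 (standard error 0.30, adjusted p = 0.0931). Col4a1 had a signal of 20635 ± 12666 (SD, n = 3) in wt and 4412 ± 3158 in Dbl lenses at 2 days, 14563 ± 3563 and 7819 ± 1772 at 14 days, and 7051 ± 980.2 and 2372 ± 1577 at 42 days. The probe set that Table 2 gives for Crygf is annotated as Cryge and had -1.60 (standard error 0.27, adjusted p = 0.00140); that given for Crygd is also annotated as Cryge and had -2.83 (standard error 0.43, adjusted p = 6.7e-04). Of the reference genes of the qRT-PCR, Gpx1 had -0.11 (standard error 0.25, adjusted p = 0.806) and Dctn2 -0.16 (standard error 0.18, adjusted p = 0.594) on the arrays. The other probe sets of Vcam1 had 1.44 (adjusted p = 0.227, mean signal 373) and 1.67 (adjusted p = 0.0640, mean signal 85.8). The call of Vcam1 was lost without 14 of the 18 arrays, left out one at a time (up to 0.0972, without Dbl 42 days replicate 1), with a signal floor at the 40th percentile (0.116), without a trend of the variance (0.0525) and without the replicate 3 arrays of 42 days (0.104), with an adjusted p of 0.00465 to 0.116 over the alternatives. With quantile normalization the first of the Cryge probe sets did not pass (adjusted p = 0.163; 2.5e-05 to 0.163 over the alternatives).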

We found a 100% concordance between qRT-PCR and Affymetrix data with respect to the direction of the expression changes of all genes but Col4a1, for which a slight up-regulation instead of down-regulation was observed at 2 days of age (Fig. 2). For 65% of the genes, including Cryαa Cryγf, Cryβa1, Cryβb2, Mmp12, Tgfbi, Mfng, Col1a1, Bcl2a1, Plat, Vcam, α-Sma, and Cdh2, fold differences were higher according to qRT-PCR, indicating that microarray can underestimate the extent of gene regulation compared to qRT-PCR, while for the rest of the genes fold differences were of comparable magnitude. The expression of onco-Dbl in the transgenic mouse lenses was confirmed by qRT-PCR for all time points (data not shown). These data validate the microarray results and substantiate the ability of Dbl oncogene to modulate genes involved in lens morphogenesis, apoptosis, angiogenesis and EMT processes.

**Figure 2:**
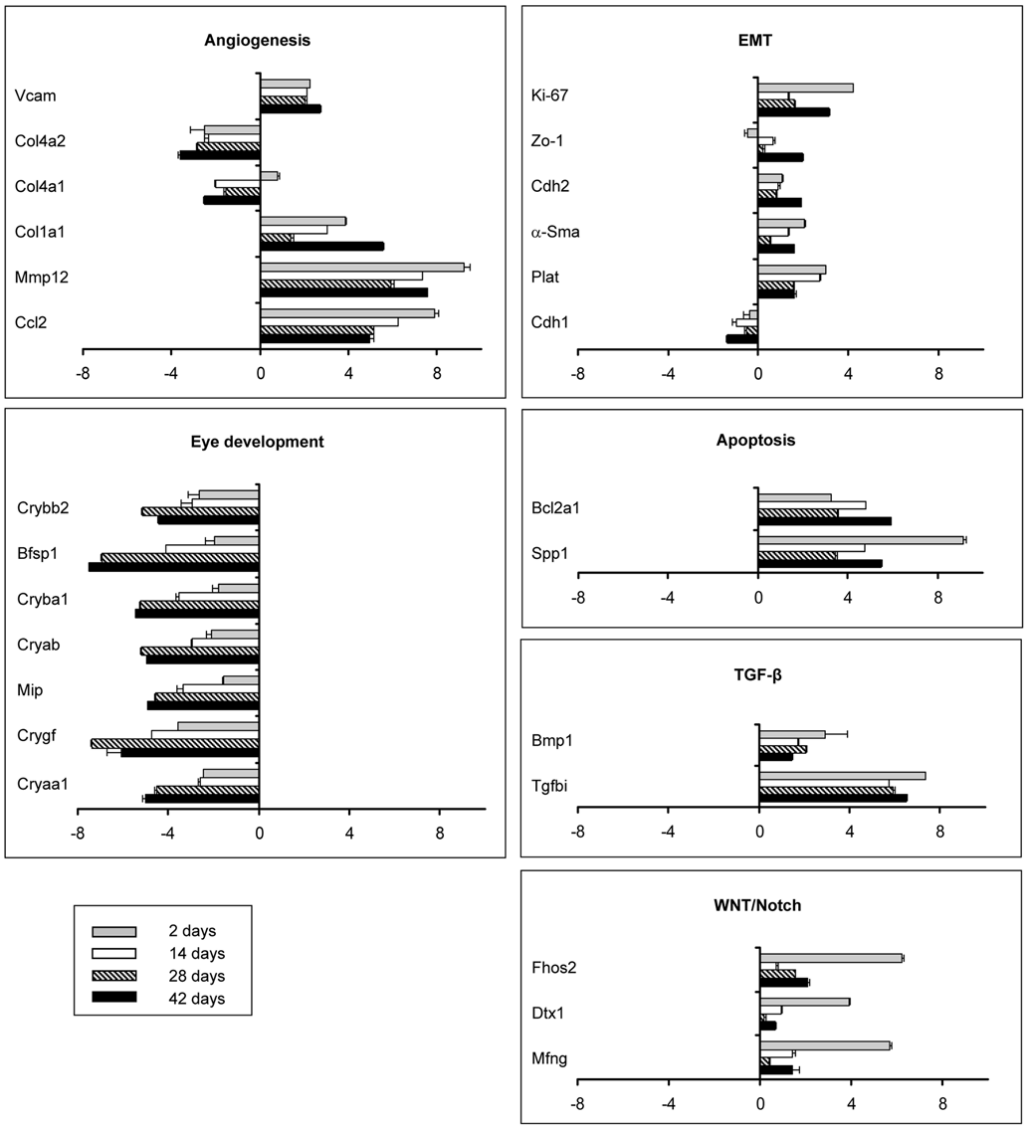
qRT-PCR analysis of genes selected from the microarray expression profile. qRT-PCR analysis of genes selected from the microarray expression profile. For the 2, 14, and 42 day old Dbl transgenic and wild type mice lenses 2 µg of total RNA was reverse-transcribed and Real Time quantitative PCR (qRT-PCR) was conducted in triplicate for each target transcript. Expression changes of 24 selected genes were evaluated in relation to the values obtained in parallel for three reference genes. The results are expressed as log2 ratios of fold changes (Dbl relative to wild type lenses) and the mean of triplicate determinations for each target transcript is shown. Positive values indicate that the mRNA level of a particular gene is up-regulated, whereas negative values indicate that the transcript is down-regulated. The bars represent SE.

To further validate the microarray results we analyzed normal and Dbl lens sections by specific staining and immunohistochemistry. The anti-apoptotic effect of Dbl expression was assessed by end-labeling of DNA strand breaks on paraffin embedded sections of normal and transgenic lenses (TUNEL assay). Fig. 3 shows the results obtained for lenses of 14, 28 and 42 days old mice. No major differences can be seen between normal lenses and cataracts and except for a couple of cells in lenses of 42 day old mice no apoptotic event could be detected. We then evaluated the expression of collagen type 1 by staining normal and Dbl-lens sections with Azan-Mallory that stains collagen fibers in blue. By 6 weeks of age Dbl-lenses display a strong blue staining clearly demonstrating the presence of collagen type 1 (Fig. 4, panel a).

**Figure 3:**
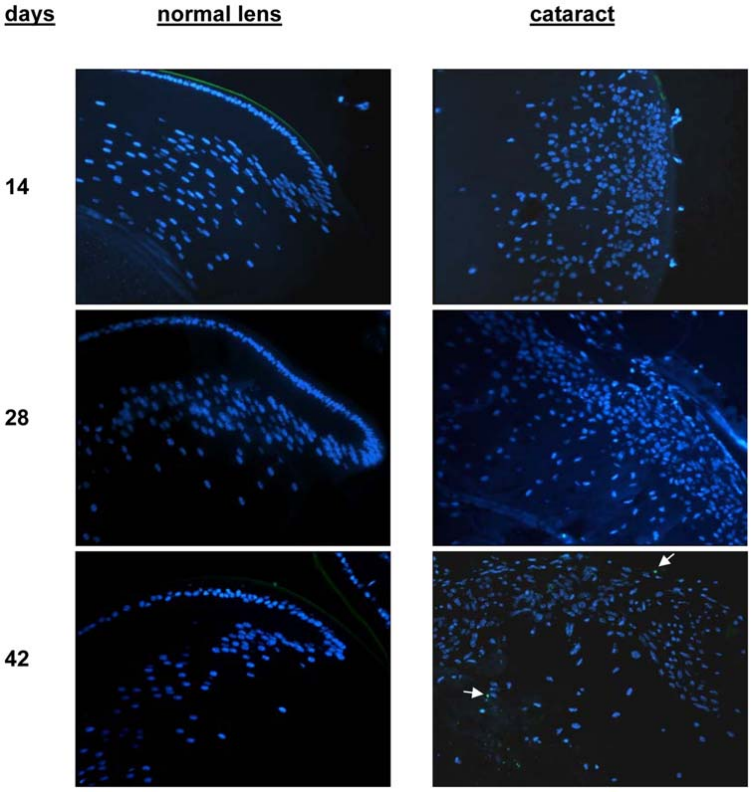
Occurrence of apoptosis in Dbl transgenic lenses. Lens sections were stained with TUNEL (green) to reveal apoptotic cells. Nuclei were stained with DAPI (blue). Sections were from normal and transgenic lenses. Eyes were collected at the indicated times. The two apoptotic cells detected at 42 days are indicated by the arrowheads.

**Figure 4:**
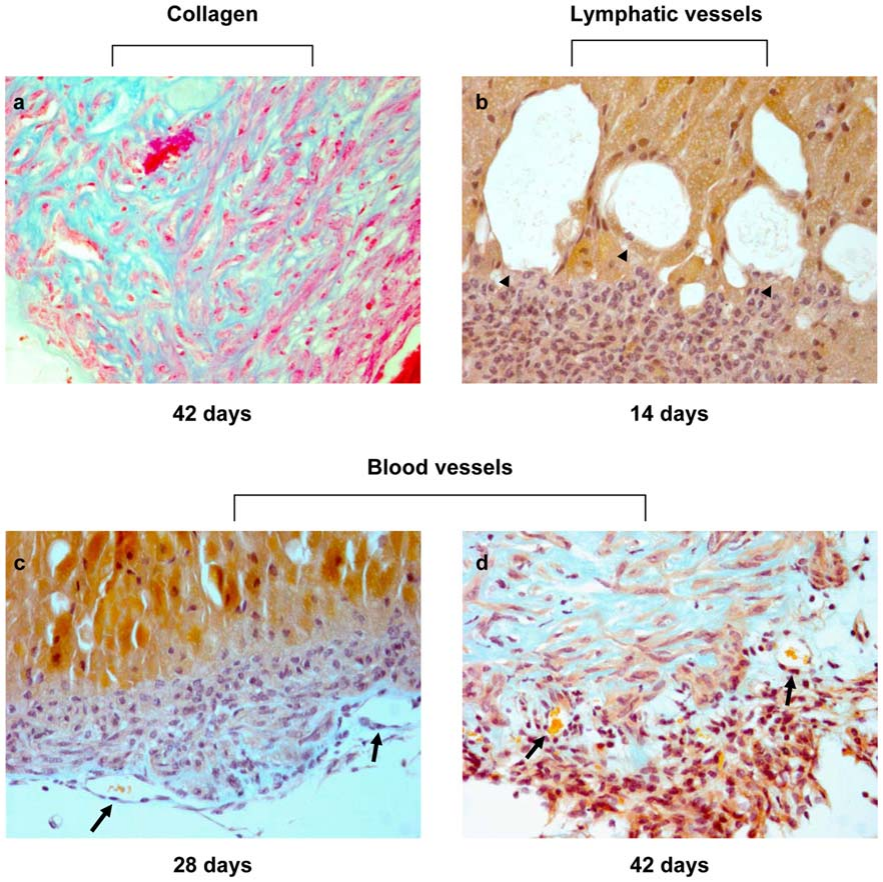
Collagen and vessel detection in Dbl transgenic lenses. Eyes were fixed with 2% paraformaldehyde and paraffin embedded. Serial sections were stained with Azan-Mallory for collagen (blue stain) or with Ignesti to reveal vessels. Arrowheads point to some of the lymphoid vessels shown and arrows indicate blood vessels. Erythrocytes are stained in orange. (a–d) 200×.

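Of 22 blood endothelium genes, Cldn5, a claudin of endothelial tight junctions, rose over the mean of ages (1.72, standard error 0.50, adjusted p = 0.0377) and 21 did not pass (0 when adjusted over the list alone; 4 had an unadjusted p under 0.05). Pecam1, the CD31 antigen of endothelial cells, had -0.36 (standard error 0.42, adjusted p = 0.604). By CD31 staining the paper sees blood vessels at its later ages, and it describes the embryonic vessels of normal lenses as regressing after birth. A mean over ages of whole lens RNA can hide a late change, so these values do not test the staining. Acvrl1, a receptor of the TGFβ family on endothelium, had -0.81 (standard error 0.29, adjusted p = 0.0801). Its other probe sets had 1.27 (adjusted p = 0.0556, mean signal 207) and -0.15 (adjusted p = 0.696, mean signal 184). Of 7 lymphatic endothelium genes, Prox1 fell (-2.20, standard error 0.35, adjusted p = 8.0e-04; 1 when adjusted over the list alone), which is also a transcription factor of lens fiber cells; Pdpn, podoplanin, had 0.83 (standard error 0.41, adjusted p = 0.203) and Lyve1, a hyaluronan receptor, 0.51 (standard error 0.63, adjusted p = 0.626). Of 11 erythroid genes, 0 passed limma (5 had an unadjusted p under 0.05); Hbb-b2, a beta globin, had 1.52 (standard error 0.67, adjusted p = 0.152) and Hba-a1, an alpha globin, 1.21 (standard error 0.47, adjusted p = 0.107). These 3 lists passed camera at no age (lowest adjusted p = 0.185, 0.622 and 0.486). The call of Cldn5 was lost without 14 of the 18 arrays, left out one at a time (up to 0.0811, without Dbl 42 days replicate 1) and without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 (0.113), with an adjusted p of 0.00124 to 0.113 over the alternatives.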

Microarray results indicated that genes involved in positive regulation of angiogenesis are modulated in Dbl lenses. This was quite surprising since the lens is not vascularised, not even in pathological conditions and the embryonic lens vasculature in mice begins to degenerate after birth and is completely regressed at weaning (3 weeks). Therefore, we examined sections of normal and Dbl lenses at different times after birth for evidence of vasculature. As shown in Fig. 4, panels b–d, both lymphatic and blood vessels could be observed in Dbl lenses throughout the 6 weeks of examination. Lymphatic vessels (arrowheads) are shown in a lens section from a 14 day old mouse and blood vessels (arrows) are shown in lens sections from a 28 and a 42 day old mouse, with erythrocytes stained in orange. The vascular structure filled with red blood cells suggests the presence of a functional vasculature and indicates that the up-regulation of pro-angiogenic genes correlates with the development of vessels. The presence of vessels was confirmed by immunohistochemistry with an anti CD31 antibody. As shown in Fig. 5, lymphatic vessels (arrowheads) appear at 2 days of age and increase in number as the mice grow older (see also Fig. 4, panels b–d). Blood vessels (arrows) can be seen at 28 days of age, increase in number by 42 days of age and are mostly localized at the periphery of the lens.

**Figure 5:**
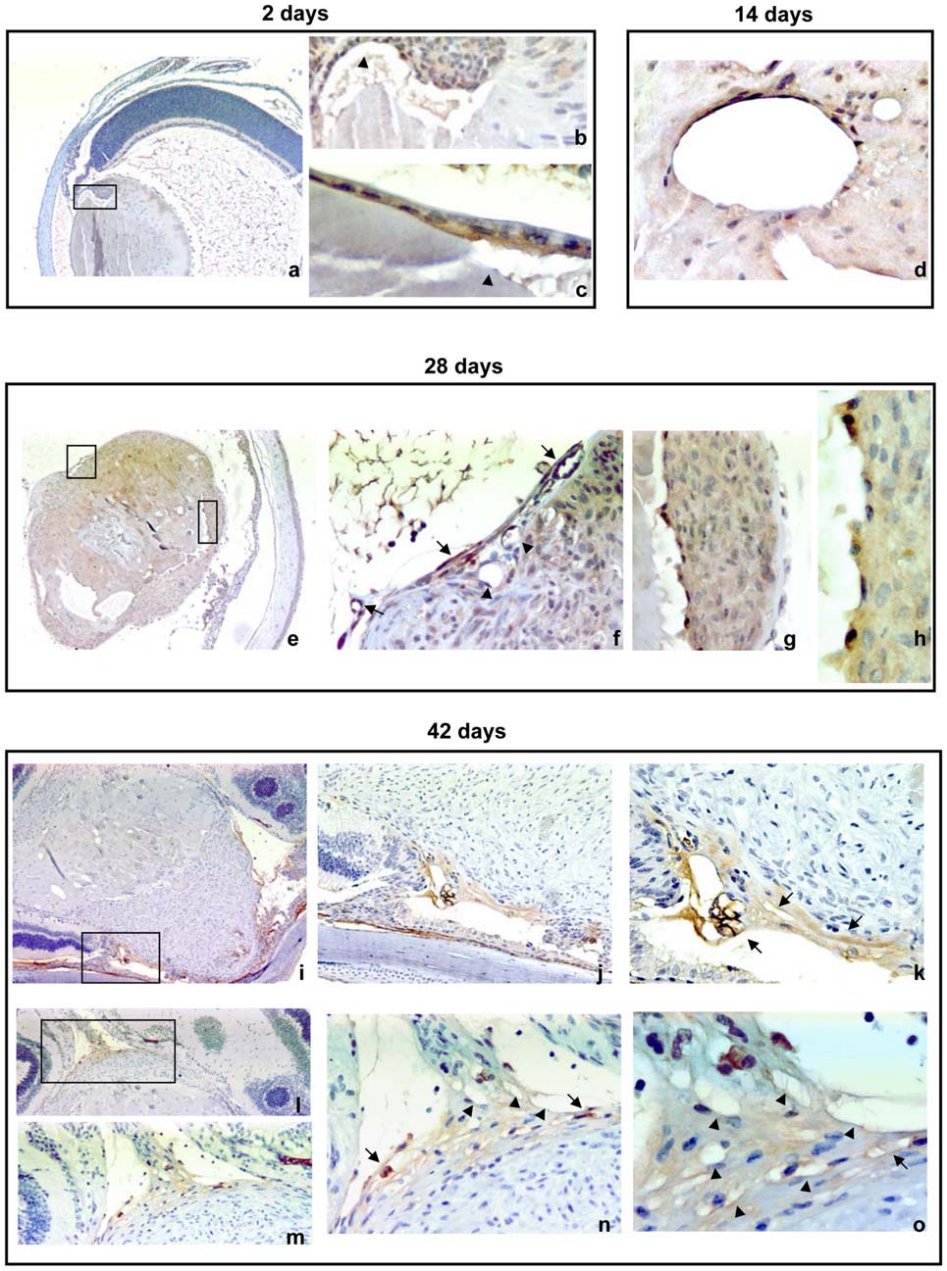
CD31 staining of vessels in Dbl transgenic lenses. Eyes collected at different times were fixed with 2% paraformaldehyde and paraffin embedded. Serial sections were treated with anti- CD31 antibody. Arrows point to blood vessels, arrowheads to lymphatic vessels. The box in a denotes the region shown at higher magnification in b and c. The boxes in e denote the regions shown at higher magnification in f, g, and h, respectively. The box in i denotes the region shown at higher magnification in k and j. The box in l denotes the region shown at higher magnification in m, n and o. (a, e, i) 40×; (k, l, m) 100×; (b, d f, g, j, n) 200× (c, h, o,)400×

Finally, we confirmed the expression of onco-Dbl in transgenic lenses (Fig. 6, a–b) and analyzed by immunohistochemistry the expression of E-Cadherin, a marker of epithelial cells, MMP12, whose expression causes the breakdown of basement membrane components, Ccl2/MCP-1, a potent inducer of angiogenesis, and Bcl2a1 and Spp1, two anti-apoptotic proteins (Fig. 6). Paralleling the expression patterns observed with the cDNA microarray and RT-PCR analysis, the sections of Dbl-lenses demonstrated significant reduction in E-cadherin expression in comparison with normal lens epithelial monolayer, heavily and specifically stained by the anti-E-cadherin antibody (Fig. 6, c–d). Conversely, immunoreactivity for Ccl2/MCP-1 (Fig. 6, e–f), MMP12 (Fig. 6, g–h), Bcl2A1 (Fig. 6, i–j), and SPP-1 (Fig. 6, k–l) can be observed in the Dbl-lenses while normal lenses were negative or showed only faint and probably non-specific immunoreactivity. Taken together our results indicate that Dbl oncogene expression in the lens can cause modulation of genes involved in the EMT process and angiogenesis.

**Figure 6:**
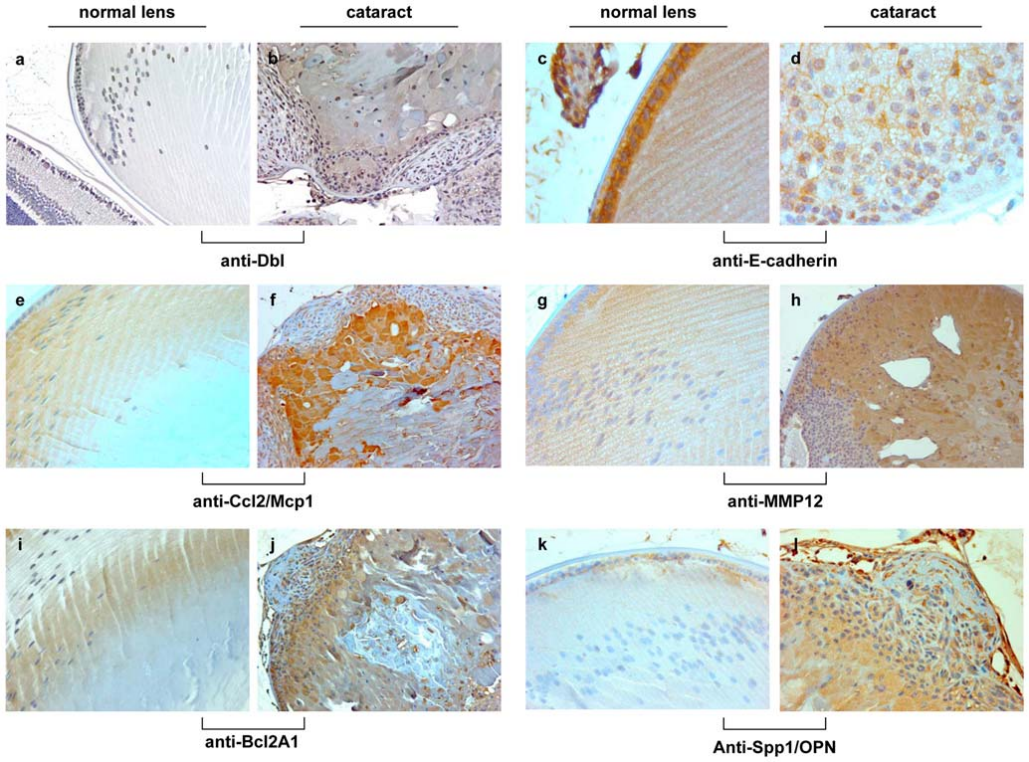
Immunohistochemistry analysis of Dbl transgenic lenses. Eyes were fixed with 2% paraformaldehyde and paraffin embedded. Serial sections were treated in a microwave oven four times with citrate buffer (pH 6.0) for 5 min at 960 W. Sections were saturated with 10% BSA in PBS with 0.1% Triton X-100 and incubated overnight at 4°C in a humidified chamber with the specific primary antibodies. Primary antibodies included: anti-Dbl rabbit polyclonal antibody (Santa Cruz Biotechnology) (a and b), anti E-cadherin mouse monoclonal [21], c and d; anti Ccl2/MCP-1 rabbit polyclonal (Abcam), e and f; anti MMP12 rabbit monoclonal (Novus Biologicals), g and h; anti Bcl2A1 rabbit polyclonal (Abcam), i and j; anti SPP-1 mouse monoclonal (Santa Cruz Biotechnology), k and l. The reactions were developed with LSAB2 System-HRP (Dako). (g, h) lenses from 14 day old mice; (c, d, k, l) lenses from 28 day old mice; (a, b, e, f, i, j) lenses from 42 day old mice. (a, b, f, h, j,) 100×; (e, g, i, k, l) 200×; (c, d) 400× Images were obtained with a Leica DMRB microscope. Micrographs were taken on LEICA DFC 320 camera.

## Discussion

Deficiencies in specific Dbl proteins usually do not induce major developmental abnormalities as revealed by studies with mice knock-out for specific Rho GEFs, even though in a few cases lack of GEFs can cause embryonic lethality and/or association with abnormal development. A likely explanation for the absent or subtle phenotypes in GEF-null mice is redundancy or compensation. Moreover, only a few GEFs have been found mutated in human cancer despite the fact that many of them have been originally isolated as activated, highly transforming oncogenes. Similarly, Dbl-null mice show subtle developmental abnormalities [27] and attempts to induce tumors in onco-Dbl transgenic mice could be achieved only in the absence of a functional p53 [1].

The analysis of the animal model described here indicates that onco-Dbl expression can induce major abnormalities even if such defects are restricted to the lens tissue. 

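Mip, the aquaporin of lens fiber cells, had a log2 fold change of -2.99 (standard error 0.55, adjusted p = 0.00275) over the mean of ages, and Gja3, a connexin of fiber cell gap junctions, of -3.94 (standard error 0.68, adjusted p = 0.00163). Fabp5, a fatty acid binding protein abundant in the lens, had -3.18 (standard error 0.38, adjusted p = 6.9e-05). Prox1, a transcription factor of fiber cell differentiation, had a log2 fold change of -2.37 at 2, -2.05 at 14 and -2.19 at 42 days (standard error 0.60). Mip, Gja3, Fabp5 and Prox1 each fell over the mean of ages in all 18 fits that left out one array.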

Using microarray to determine changes in gene expression associated with the abnormalities detected we observed strong down-regulation of expression of most of the genes responsible for eye development and lens structure and function [28]. 

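Crygc had a log2 fold change of -1.77 at 2, -2.25 at 14 and -2.59 at 42 days (standard error 0.55), Crygb of -1.66 at 2, -2.00 at 14 and -2.62 at 42 days (standard error 0.55) on the more abundant of its probe sets, where the other had -3.39 (adjusted p = 6.9e-05, mean signal 6072) over the mean of ages, and Bfsp1 of -3.71 at 2, -4.27 at 14 and -5.11 at 42 days (standard error 0.96). The signal of Crygc at 42 days was 110483 ± 32017 (SD, n = 3) in wt and 21539 ± 16390.4 in Dbl lenses. The difference in the Dbl effect between 42 and 2 days was -0.82 (standard error 0.78, adjusted p = 1.000) for Crygc, -0.96 (standard error 0.78, adjusted p = 1.000) for Crygb and -1.40 (standard error 1.36, adjusted p = 1.000) for Bfsp1, and did not pass the test in limma for any of these genes.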

For several of them the down-regulation increased with time. Crystallins are the main structural proteins of the lens, while filensin, a member of the intermediate filaments protein superfamily exclusively expressed in the eye lens, is essential for lens function, and specifically contributes to the optical properties of the lens by maintaining the three dimensional architecture of lens fiber cells. Thus, onco-Dbl deeply affects lens development and structure by strongly altering the expression of lens specific genes.

Epithelial cells are characterized by a polarized morphology. Wnt, Notch, and TGFβ/bone morphogenetic protein (Bmp) signaling networks are implicated in the maintenance of tissue homeostasis and are transduced to the canonical pathway for cell fate determination, and to the non canonical pathway for control of cell movement and tissue polarity [24]. We have found that genes involved in the Wnt, Notch and TGFβ signaling are modulated in Dbl-lenses. No genes encoding for TGFβ or TGFβ receptors were up-regulated and Smad genes are unaffected or down regulated (Smad1 and Smad5). On the other hand, Bmp1 and its receptor, Bmpr1a, as well as the fibroblast growth factor receptor 1 (Fgfr1) are up regulated in Dbl-lenses. 

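Tgfb1 had a log2 fold change of 1.23 (standard error 0.87, adjusted p = 0.380) over the mean of ages, Tgfb2 of 0.39 (standard error 0.28, adjusted p = 0.384) and Tgfb3 of -0.64 (standard error 0.24, adjusted p = 0.101). Of the receptors, Tgfbr1 had 0.24 (standard error 0.58, adjusted p = 0.819), Tgfbr3 -0.47 (standard error 0.29, adjusted p = 0.317), and Tgfbr2 fell (-1.79, standard error 0.50, adjusted p = 0.0332). Smad1, which carries BMP signals, fell: its log2 fold changes were -1.45 at 2, -2.18 at 14 and -1.54 at 42 days (standard error 0.42), with -1.72 (standard error 0.24, adjusted p = 2.9e-04) over the mean of ages, and its other probe set had -1.71 (adjusted p = 6.6e-05, mean signal 1318). Smad5, also of the BMP branch, had -0.80 (standard error 0.34, adjusted p = 0.140), and Smad2 and Smad3, which carry TGFβ signals, 0.17 (standard error 0.21, adjusted p = 0.617) and 0.04 (standard error 0.55, adjusted p = 0.971). Smad4 had an adjusted p of 0.805, Smad6 of 0.244 and Smad7 of 0.884. The call of Tgfbr2 was lost without 9 of the 18 arrays, left out one at a time (up to 0.0694, without Dbl 42 days replicate 1). It was also lost with quantile normalization (0.0765) and with a signal floor at the 40th percentile (0.264). Its adjusted p was 0.00479 to 0.264 over the alternatives. The mean signal of Tgfbr2, 33.6, lies under the background level of 129, and with this floor its log2 fold change was -0.12.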

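Bmpr1a, a receptor of BMPs, had a signal of 81.9 ± 45.6 (SD, n = 3) in wt and 158 ± 93.5 in Dbl lenses at 2 days, 37.5 ± 23.0 and 78.2 ± 43.1 at 14 days, and 13.2 ± 6.51 and 113 ± 24.8 at 42 days, and rose over the mean of ages (log2 fold change 1.79, standard error 0.40, adjusted p = 0.0106). Bmp1, a metalloproteinase that processes procollagen, had 1.12 (standard error 0.45, adjusted p = 0.116), and Fgfr1 1.11 (standard error 0.38, adjusted p = 0.0763), with an adjusted p of 0.0355 with the replicate block. The call of Bmpr1a was lost with a signal floor at the 40th percentile (0.866), with an adjusted p of 0.00265 to 0.866 over the alternatives. With this floor its log2 fold change at 42 days was -0.13.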

The significance for such modulation is not clear but it is possible that the Wnt, Notch and TGFβ/Bmp signaling are perturbed in the Dbl-lenses for stimulation of the non-canonical pathway for the activation of RhoA and JNK signaling cascade to control cell movement and tissue polarity.

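Rhoa had a log2 fold change of -0.18 (standard error 0.43, adjusted p = 0.822) over the mean of ages. Of 28 immediate early genes and genes of JNK and NF-kB signaling, 7 rose and 3 fell (8 and 3 when adjusted over the list alone; 5 and 3 without Dbl 2 days replicate 2 and Dbl 42 days replicate 2). Nfkbia, the inhibitor that NF-kB induces, had 1.36 (standard error 0.25, adjusted p = 0.00236), Ier2 1.37 (standard error 0.27, adjusted p = 0.00401) and Atf3 1.37 (standard error 0.34, adjusted p = 0.0189); Gadd45a and Gadd45b, which activate upstream kinases of JNK, fell (-2.17, standard error 0.33, adjusted p = 6.7e-04, and -2.24, standard error 0.35, adjusted p = 7.3e-04). The list was higher at 14 and 42 days (adjusted p = 0.00609 and 0.0377; 0.266 and 0.402 with an estimated correlation).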

Pro-apoptotic genes were down-regulated in Dbl-lenses. On the other hand, genes encoding proteins with anti-apoptotic activity, like Bcl2a1 and osteopontin were highly up-regulated. 

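Bcl2a1 is a family of near-identical genes that share probe sets, so no value belongs to one member. A probe set for Bcl2a1 and Mthfs had a signal of 118 ± 72.2 (SD, n = 3) in wt and 532 ± 50.9 in Dbl lenses at 2 days, 220.2 ± 155 and 701 ± 244 at 14 days, and 154 ± 129 and 446 ± 114.2 at 42 days, and rose over the mean of ages (log2 fold change 2.09, standard error 0.40, adjusted p = 0.00355). A second one, for Bcl2a1 alone, also rose (2.55, standard error 0.49, adjusted p = 0.00360), and the last, with a mean signal of 9.32, had -0.83 (standard error 0.56, adjusted p = 0.358). Bcl2 fell (-0.81, standard error 0.19, adjusted p = 0.0137), and Ier3, an immediate early gene that delays apoptosis, rose (1.55, standard error 0.42, adjusted p = 0.0290). Osteopontin (Spp1) was not analysed here, since no probe set is annotated to it.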

Bcl2, the first apoptotic regulator identified through its involvement in the t14;18 chromosome translocation that hallmarks follicular lymphoma, acts by promoting cell survival [29], [30] and osteopontin stimulates expression of anti apoptotic proteins [31], [32]. Our data confirmed that no apoptosis is occurring in the Dbl transgenic mouse lenses (see Fig. 3) and support a role for Dbl in promoting cell survival through the modulation of genes regulating apoptosis.

Our observations that Dbl modulates genes involved in cell adhesion, cell polarity and apoptosis suggest that onco-Dbl expression in mouse lenses induces events associated with EMT, the process by which epithelial cells loose their characteristics, such as cell–cell adhesion, polarity, and lack of motility, and acquire mesenchymal features, including motility, invasiveness and resistance to apoptosis. In EMT the expression of epithelial proteins is suppressed and expression of mesenchymal genes is enhanced [12]–[14]. Likewise, we found that expression of E-cadherin (Cdh1) is down regulated in Dbl-lenses while N-cadherin (Cdh2) is up-regulated. In addition, the expression of the fibroblast marker α-Sma (Αsma) and of Ki-67, a marker of cycling cells as well as EMT, was significantly up-regulated in Dbl-lenses. 

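Acta2, smooth muscle alpha-actin, had a signal of 459 ± 369 (SD, n = 3) in wt and 970.3 ± 447 in Dbl lenses at 2 days, 824 ± 151 and 2334 ± 2444 at 14 days, and 1347 ± 535 and 1289 ± 497 at 42 days, and did not pass the test over the mean of ages (log2 fold change 0.94, standard error 0.51, adjusted p = 0.247). Mki67 had 208 ± 321 and 435 ± 344 at 2 days, 11.7 ± 8.93 and 33.3 ± 45.9 at 14 days, and 5.48 ± 2.63 and 154 ± 209 at 42 days (log2 fold change 2.21, standard error 0.80, adjusted p = 0.0869), and its other probe set had -0.51 (adjusted p = 0.461, mean signal 181). Over the alternatives the adjusted p ranged from 0.118 to 0.397 for Acta2 and from 0.0166 to 0.421 for Mki67.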

Among the genes identified as possible players of EMT collagen IV, the major structural component of basal membrane, was down regulated, while collagen I was up-regulated. Moreover, Dbl expression induces changes in the tight-junction protein ZO-1, thus probably affecting epithelial cell polarity, and strong up-regulation of MMP12, which is involved in the proteolysis of extracellular matrix [33]. 

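Tjp1 (ZO-1) had a signal of 5744 ± 3185 (SD, n = 3) in wt and 1827 ± 1158 in Dbl lenses at 2 days, 3979 ± 1471 and 1986 ± 538 at 14 days, and 2163 ± 403 and 1149.6 ± 192 at 42 days, and fell over the mean of ages (log2 fold change -1.19, standard error 0.25, adjusted p = 0.00640). Mmp12 had 176 ± 78.8 and 209 ± 49.7 at 2 days, 74.9 ± 32.0 and 1387 ± 355 at 14 days, and 99.5 ± 81.6 and 431 ± 262 at 42 days. It rose at 14 days (log2 fold change 4.26, standard error 0.70, adjusted p = 0.00882), where every Dbl pool lay above every wt pool, and its other probe set had 1.35 (adjusted p = 0.118, mean signal 121) over the mean of ages. The call of Mmp12 at 14 days was lost without 4 of the 18 arrays, left out one at a time (up to 0.0659, without wt 14 days replicate 2), with an adjusted p of 1.2e-04 to 0.0659 over the alternatives.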

Periostin (Postn), an osteoblast-specific factor, and Tgfbi, a structural homolog of periostin, were also up-regulated in Dbl-lenses. 

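Postn had a signal of 77.8 ± 52.2 (SD, n = 3) in wt and 141 ± 74.03 in Dbl lenses at 2 days, 131 ± 4.97 and 565 ± 225 at 14 days, and 107 ± 59.9 and 300.3 ± 161 at 42 days. Tgfbi had 49.7 ± 36.4 and 196 ± 77.5 at 2 days, 41.9 ± 27.3 and 764 ± 1023 at 14 days, and 25.2 ± 27.5 and 283 ± 43.9 at 42 days, and every Dbl pool lay above every wt pool at each age.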

TGFBI is a secreted ECM protein mainly expressed in fibroblasts, keratinocytes, and muscle cells and is involved in cell–matrix interaction and cell migration. Finally, as discussed above, several genes involved in the inhibition of apoptosis were also up regulated. Collectively, these data indicate that the expression of Dbl alone is sufficient to confer EMT to lens epithelial cells. It should be noted, however, that not all the genes considered hallmarks of the EMT process, such as vimentin, were found modulated in the Dbl-lenses. 

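Vim had a signal of 233 ± 61.3 (SD, n = 3) in wt and 103 ± 52.5 in Dbl lenses at 2 days, 238 ± 50.9 and 124 ± 34.7 at 14 days, and 198 ± 28.3 and 92.3 ± 22.0 at 42 days. It fell over the mean of ages (log2 fold change -1.13, standard error 0.28, adjusted p = 0.0178 from limma), and at no single age did it pass the test (adjusted p = 0.260, 0.620 and 0.303). Over the alternatives its adjusted p for the mean of ages ranged from 0.00125 to 0.0431.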

Many different, often crosstalking mechanisms cause EMT which comprises a wide spectrum of changes in epithelial plasticity. These may involve less or more severe gene expression changes toward a mesenchymal cell phenotype. Moreover, the fibroblastoid phenotype expressed may be different from one epithelial cell type to another and the expression of epithelial and mesenchymal molecules may not always be comparable in different tissues in vivo.

Examination of transgenic lenses indicated that onco-Dbl expression can promote neovascularisation. In fact, both lymphangiogenesis and angiogenesis can be observed in the lenses of Dbl transgenic mice throughout the 6 weeks of examination. These observations imply that onco-Dbl induces expression of pro-angiogenic factors and inhibits antiangiogenic protein expression. Microarray analysis confirmed the modulation of genes involved in angiogenesis. Annexin II, for example, stimulates cell proliferation and angiogenesis and is a putative receptor for tissue-type plasminogen activator (Tpa/Plat), another gene activated in Dbl-lenses, which generates plasmin, known to promote angiogenesis [34]. 

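Plat had a signal of 668 ± 255 (SD, n = 3) in wt and 1249 ± 171 in Dbl lenses at 2 days, 1013 ± 394 and 2686 ± 1304 at 14 days, and 910.0 ± 175 and 1275 ± 68.0 at 42 days; every Dbl pool lay above every wt pool at each age, and Plat rose over the mean of ages (log2 fold change 0.95, standard error 0.22, adjusted p = 0.0129). Anxa2 had 2197 ± 969.9 and 3962 ± 2058 at 2 days, 2489 ± 429 and 7942 ± 9852 at 14 days, and 2768 ± 211 and 7467 ± 4015 at 42 days, and did not pass the test (log2 fold change 0.99, standard error 0.39, adjusted p = 0.110).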

Endoglin and neuropilin 1 were also up-regulated in Dbl-lenses. 

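Nrp1 had a signal of 258 ± 169 (SD, n = 3) in wt and 364 ± 59.4 in Dbl lenses at 2 days, 245 ± 74.6 and 602 ± 63.2 at 14 days, and 133 ± 124 and 383 ± 88.3 at 42 days, and rose over the mean of ages (log2 fold change 1.34, standard error 0.34, adjusted p = 0.0221). Its other probe set had 0.96 (adjusted p = 0.110, mean signal 142). The call of Nrp1 was lost without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 (0.0533), with an adjusted p of 0.00415 to 0.0533 over the alternatives. Eng did not pass over the mean of ages (log2 fold change 0.54, standard error 0.36, adjusted p = 0.353).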

Endoglin (CD105) is predominantly expressed on cellular lineages within the vascular system and is highly expressed on endothelial cells during tumor angiogenesis and inflammation [35]. Neuropilins (Nrp1 and Nrp2) are multifunctional receptors which are expressed on normal vascular smooth muscle and endothelial cells. Finally, another pro-angiogenic factor which is highly up-regulated in Dbl-lenses is the monocyte chemoattractant protein-1 (Ccl2/Mcp-1). Indeed, in addition to VEGF or other well validated angiogenic factors, chemokines have also been shown to be potent angiogenic factors and Ccl2 has been reported to be a potent inducer of angiogenesis [23].

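Ccl2, which attracts monocytes, lies on chromosome 11 of GRCm38 from 82035577 to 82037452 and rose: its signal was 16.4 ± 2.53 (SD, n = 3) in wt and 905 ± 384 in Dbl lenses at 2 days, 16.2 ± 6.15 and 2115 ± 2761 at 14 days, and 39.2 ± 25.1 and 988 ± 495 at 42 days, and every Dbl pool lay above every wt pool at each age. Its log2 fold changes were 5.72 at 2, 6.19 at 14 and 4.72 at 42 days (standard error 0.75), with adjusted p = 0.00320, 0.00211 and 0.01003 from limma, and 5.55 (standard error 0.43, adjusted p = 2.6e-06) over the mean of ages (2.84 with signals below the 40th percentile set to it, as the wt signals lie near background). Of 33 chemokine and cytokine genes, 5 rose and 28 did not pass (5 rose and 3 fell when adjusted over the list alone; 4 rose without Dbl 2 days replicate 2 and Dbl 42 days replicate 2), among them Ccl8 (2.65, standard error 0.39, adjusted p = 4.6e-04), Ccl9 (3.89, standard error 0.55, adjusted p = 3.2e-04) and Ccl7 (2.10, standard error 0.60, adjusted p = 0.0354), which also attract monocytes. The list was higher at 14 days (adjusted p = 0.00139; adjusted p = 0.108 with an estimated correlation). Markers of macrophages and other myeloid cells moved with them: of 30, 11 rose, 1 fell (C1qb) and 18 did not pass (16 and 1 when adjusted over the list alone; 9 and 1 without those 2 arrays), with 4.10 (standard error 0.64, adjusted p = 7.9e-04) for Lyz2, 3.90 (standard error 0.43, adjusted p = 3.5e-05) for the Fc receptor Fcgr2b and 2.22 (standard error 0.31, adjusted p = 2.9e-04) for Lcp1, plastin of leukocytes. This list was higher at 2, 14 and 42 days (adjusted p = 4.6e-04, 2.9e-08 and 1.0e-06; adjusted p = 0.284, 0.221 and 0.221 with an estimated correlation). The call of Ccl2 at 2 days was lost with a signal floor at the 40th percentile (0.0831) and without those 2 arrays (0.0520), with an adjusted p of 1.2e-05 to 0.0831 over the alternatives. The call of Ccl2 at 14 days was lost with separate fits per age (0.0584), with an adjusted p of 2.4e-05 to 0.0584 over the alternatives. The call of Ccl2 at 42 days was lost without wt 42 days replicate 2 (0.0685), with a signal floor at the 40th percentile (0.0543) and without the replicate 3 arrays of 42 days (0.0873), with an adjusted p of 0.00186 to 0.0873 over the alternatives. The call of Ccl7 was lost without 9 of the 18 arrays, left out one at a time (up to 0.0732, without wt 2 days replicate 1), with a signal floor at the 40th percentile (0.264), without those 2 arrays (0.0756) and without the replicate 3 arrays of 42 days (0.0591), with an adjusted p of 0.0135 to 0.264 over the alternatives. The call of Fcgr2b was lost with a signal floor at the 40th percentile (0.113), with an adjusted p of 1.0e-06 to 0.113 over the alternatives. With this floor the log2 fold change was 2.52 for Ccl9, 0.44 for Ccl7, 2.01 for Lyz2, 0.49 for Fcgr2b and 1.07 for Lcp1.

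**Figure D3:**
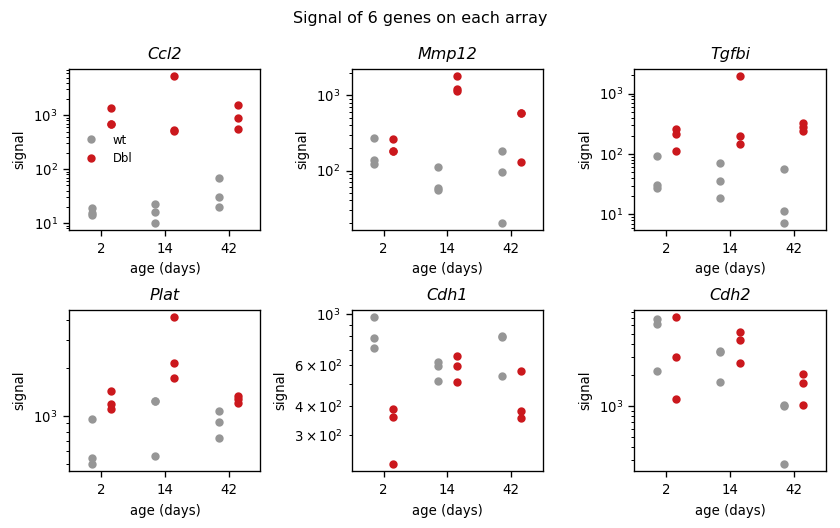
Signal on each array (vertical axis, logarithmic) of Ccl2, Mmp12, Tgfbi, Plat, Cdh1 and Cdh2 by age (horizontal axis), where each point is one pool of wt (grey) or Dbl (red) lenses. The Dbl points of Ccl2, Tgfbi and Plat lie above all wt points of the same age.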

Some of the genes modulated in Dbl-lenses have been implicated with the transformation of lens epithelial cells to mesenchymal cells in anterior subcapsular cataracts and posterior capsule opacification, both of which are secondary cataracts formed from residual lens epithelial cells after cataract surgery [36]. These cataracts appear to be accompanied by epithelial cell proliferation, synthesis of the fibroblast marker α-Sma, and accumulation of abnormal extracellular proteins, including type I and type III collagen. TGFβ and its signalling pathway are activated and considered the causative factor of lens cell transdifferentiation observed in these cataracts [37].

The results we have obtained are not compatible with Dbl inducing anterior subcapsular cataracts or posterior capsule opacification for several reasons. As already discussed above, no genes encoding for TGFβ or TGFβ receptors were found up-regulated in Dbl-lenses and the Smad genes were not modulated or were significantly down regulated. On the other hand, genes which are highly up-regulated in Dbl-lenses, such as Mmp12, Ccl2, and Spp1, have not been described in EMT occurring in these cataracts. In addition, we identified up-regulation of genes that are involved in resistance to apoptosis and induction of angiogenesis, while apoptotic cell death and decreased expression of Bcl-2 occur in lens epithelial cells in anterior polar cataracts [38] and angiogenesis has never been described as a pathologic consequence of cataract or lens injury. Thus, Dbl oncogene seems to induce alterations in the lenses that are significantly different from those occurring in anterior subcapsular cataracts and posterior capsule opacification.

The reason why Dbl oncogene expression affects only lens development and lens epithelial cell differentiation is not clear, since the oncogene is regulated by the metallothionein promoter sequences, a housekeeping promoter that, in transgenic mice, is known to promote expression of exogenous proteins in a variety of cell types. In addition, Dbl oncogene transforming activity has never been reported for epithelial cells. One possible explanation can be that the lens resides in a hypoxic environment and metallothionein gene expression is induced by a variety of stimuli, such as metal exposure, oxidative stress, glucocorticoids, and also by hypoxia [39]–[42]. Thus, the hypoxic condition of the lens may favor the expression of onco-Dbl in this tissue. Moreover, the lens is a rather peculiar, unique structure of the organism, being constituted only by epithelial cells present at different stages of maturation and differentiation. Thus, the lens may constitute the right cellular environment for a strong and effective Dbl oncogene expression.

In conclusion, while some of the alterations induced by Dbl oncogene expression in mouse lenses resemble in part those described for certain types of cataracts, the extent of the abnormalities, the modulation of certain genes and the block of the apoptotic pathway together with the induction of lymphangiogenesis and vascularization in the lens suggest that the expression of onco Dbl in epithelial cells may cause changes that cannot be merely ascribed to a fibrotic process. While we cannot describe the Dbl-induced alterations in the lens as a neoplastic event we may speculate that they represent morphological changes indicative of a predisposition for malignancy. Moreover, to our knowledge this is the first observation that a GEF may be directly responsible for induction of vascularization of an epithelial tissue.

## Supporting Information

Table S1 Primer pairs used for real-time quantitative RT-PCR. All primer pairs were designed using Primer-3 software from sequences in GenBank with a Tm optimum of 60°C and a product length of 80-150 nt. The * indicates the reference genes used for data normalization.
(0.59 M DOC) Click here for additional data file.

# Supplementary material for: Induction of Epithelial Mesenchimal Transition and Vasculogenesis in the Lenses of Dbl Oncogene Transgenic Mice
**Source:** PLoS One. 2009 Sep 16;4(9):e7058. doi: 10.1371/journal.pone.0007058
**Supplement:** Table S1 — Primer pairs used for real-time quantitative RT-PCR. All primer pairs were designed using Primer-3 software from sequences in GenBank with a Tm optimum of 60°C and a product length of 80-150 nt. The * indicates the reference genes used for data normalization. (0.59 M DOC)

Table S1. Primer pairs used for real-time quantitative RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

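RNA of whole lenses from wild type (wt) and MT-dbl transgenic (Dbl) mice of 2, 14 and 42 days of age was measured on 18 Affymetrix U74Av2 arrays, with 3 independent pools of lenses per genotype and age. The intensity values are one signal per probe set on a linear scale, made by the authors from the scanned arrays with Affymetrix Microarray Suite 5.0 (MAS5) and used as deposited. The GeneSpring normalization that the methods name is not in these values, and detection calls and image files were not used here. The trimmed mean signal was at a target of 500 for 11 arrays and between 24.2 and 95.2 for 7 (Dbl 2 days replicate 2, wt and Dbl 14 days replicate 1, and wt and Dbl 42 days replicates 2 and 3). The transgene was made in FVB/N mice and its carriers were bred to Balb/c mice; the strain of the wt mice, and whether they were littermates, are not given in the sources used here, so a difference of genotype cannot be parted from one of strain.

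Each array was scaled so that its mean signal, after trimming the lowest and highest 2%, was 500, and signals below 1 (154 values) were set to 1 before taking log2. Of 12488 probe sets, 66 Affymetrix controls were left out and 12422 were tested; by the platform annotation 10833 belong to 1 gene symbol, 396 to several and 1193 to none, which makes 8251 genes with a probe set of their own. A linear model with one mean for each of the 6 groups of genotype and age was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean signal). Tested were Dbl minus wt at each age, the mean of these 3 contrasts, and the 3 differences of the Dbl effect between ages. All adjusted p-values of probe sets are Benjamini-Hochberg values from limma over the 12422 probe sets, and a probe set with an adjusted p under 0.05 is called. Fold changes are log2 of Dbl over wt; the mean and SD of signals are on the linear scale after scaling. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Chromosome positions are those of GRCm38.

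A list of genes was tested at each age with camera of limma (preset correlation of 0.01 between genes, 1 probe set per gene, that with the highest mean signal), and p-values were adjusted over the 111 tests of 37 lists at 3 ages. The lists described are lens crystallins, lens fiber cell, lens epithelium, basement membrane, fibroblast and interstitial matrix, epithelial junction and keratin, EMT transcription factors, macrophage and myeloid, lymphocyte, neutrophil and mast cell, erythroid, blood endothelium, lymphatic endothelium, angiogenic factors, antiangiogenic factors, photoreceptor, inner retina and neuron, retinal pigment epithelium with iris and ciliary body, corneal and surface epithelium, skeletal muscle, cell cycle and proliferation, CDK inhibitors, pro-apoptotic, anti-apoptotic, TGF-beta and BMP signaling, Wnt signaling, Notch signaling, complement, antigen presentation and interferon response, chemokines and cytokines, immediate early and JNK/NF-kB, hypoxia response and metallothionein, cholesterol synthesis, ribosomal proteins, protein folding and oxidative stress defence; 1 further list and 2 genes are not reported here. They were written from common knowledge of marker genes before the data were examined, as were the model, the threshold, the rule for named genes and all alternatives below except those named as added. Over the mean of ages the lists were tested only after the counts at each age had been seen. The 8 categories of Table 2 and the list of Table 3, which the study chose on these samples, were tallied apart. Named genes are every gene that the paper names in its text, Table 2 or Table 3 and that has a probe set, the 10 genes with the largest fitted change each way at each age (1 symbol, adjusted p under 0.05, no overlap of the 3 Dbl and 3 wt arrays, mean signal above the median probe set), the 10 with the largest difference between 42 and 2 days among those called for it (0 were called), and up to 4 members of each list with the smallest p over the mean of ages. The values in the paper's tables had been seen when this rule was written. Genes of Tables 2 and 3 were matched to a probe set by the printed GenBank accession (78 genes) or else by symbol (5 genes, the probe set with the highest mean signal). Bcl2a1a, Bcl2a1c and Spp1 have no probe set by either way; the probe sets that Bcl2a1 paralogs share are given instead, and Spp1 was not analysed here. Where the signals of a group lie near background, under the mean 40th percentile of 129, the size of a log2 fold change is not exact. The probe sets that the tables give for Crygd and Crygf are annotated to Cryge, and the probe set given for Cryab to Faf1, and they are described under the annotated name. The fold of the tables was recomputed as the ratio of mean signals, written as a negative reciprocal below 1, and the study's rule as a ratio of at least 1.5 with a Mann-Whitney U test, which 3 arrays against 3 pass by the normal approximation when they do not overlap.

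Arrays with the same replicate number were checked for pairing by the correlation of their deviations from the group means: r was 0.35, -0.43 and 0.06 at 2 days, 0.65, 0.54 and 0.49 at 14 days, and 0.33, 0.15 and 0.43 at 42 days. At 14 and 42 days each was the highest of its array, and at 2 days they were not, so the replicate number is not in the model and serves as a block in an alternative. Within a group, arrays correlated with r from 0.597 to 0.940 across the 6565 probe sets with a mean signal over 200 (log2), and no pair of arrays shares identical columns. On simulated data, normal values around the mean of each probe set with its residual SD and known changes added to 200 probe sets, the model recovered 0, 1 and 1 of 67 probe sets with a log2 change of 1 at 2, 14 and 42 days, 14, 12 and 10 of 67 with a change of 2, and 43, 40 and 45 of 66 with a change of 3; over the mean of ages it recovered 16, 38 and 66. From 2 to 4 of the unchanged probe sets among the 12422 were called. A lens fiber cell list shifted by -2 was called at 3 of 3 ages with 0 of 108 other list tests. The simulated values hold no correlation between genes, so the 0 does not test false calls of lists with correlated genes. Other splits of the real arrays called up to 9, 11 and 9 lists at 2, 14 and 42 days. The pools per group, and not the number of probe sets, set the precision of the model.

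The alternatives were per-array median scaling, quantile normalization, a floor at the 40th percentile of signals, a pseudocount of 50, the top 60% of probe sets by mean signal, separate fits per age, eBayes without trend, eBayes with trend and robust, arrayWeights, the replicate number as a block, a fold change of at least 1.5 on top of the threshold, genes in place of probe sets, and each of the 18 arrays left out in turn. For lists they were camera with an estimated correlation, fry, and the mean of the probe sets of a gene. The study's rule was also run with geometric means, a ratio of at least 2, the ratio alone and the U test alone. Added after the arrays had been seen were fits without Dbl 2 days replicate 2 and Dbl 42 days replicate 2 together, without wt and Dbl 42 days replicate 3 together (low Gapdh 5'/3' ratio), with the deposited scale as a block, and on the 11 arrays at the target or the 7 below it alone, and for the fold changes of Tables 2 and 3 the other probe set of a gene. The real assignment of arrays to wt and Dbl was compared with 10 splits per age, or with 100 drawn with a fixed seed for results over several ages. The qRT-PCR, histology, immunohistochemistry and TUNEL of the study and its enrichment of gene ontology terms were not analysed here.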

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

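The tests of the 3 patterns below (2 arrays that lie closest to the other age, myeloid genes, photoreceptor genes) were chosen only after the result was seen, that of the lens RNA share in several forms, while the comparison with other splits of the arrays was planned. The genes are not among those that the paper names, and the lists of myeloid and photoreceptor genes were made here; they are listed for their difference between Dbl and wt lenses. Ceacam10, a membrane protein of the carcinoembryonic antigen family, had a log2 fold change of -5.21 (standard error 0.58, adjusted p = 4.4e-05) over the mean of ages, Tcp11, a protein best known from testis, of -5.05 (standard error 0.65, adjusted p = 1.4e-04), Mxd1, an antagonist of Myc, of -4.71 (standard error 0.59, adjusted p = 1.3e-04), and Pgap2, an enzyme of the GPI anchor, of -4.16 (standard error 0.46, adjusted p = 3.5e-05). H2-K1, a class I molecule, rose by 2.77 (standard error 0.39, adjusted p = 2.9e-04) on the less abundant of its probe sets, Meg3, an imprinted noncoding RNA, by 2.71 (standard error 0.35, adjusted p = 1.4e-04), and Slc44a1, a choline transporter, by 2.55 (standard error 0.33, adjusted p = 1.4e-04). Dbl and wt arrays did not overlap at any age for Ceacam10, Pgap2, H2-K1, Meg3 and Slc44a1, and at 14 and 42 days for Tcp11 and Mxd1. With signals below the 40th percentile set to it, the changes of Ceacam10, Mxd1, H2-K1 and Slc44a1 were -2.30, -2.09, 1.63 and 1.50. All 7 passed over the mean of ages in each alternative that was run for them. The strain of the wt mice is not given, so a difference of strain at these genes stays open, as untested.

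Markers of macrophages and other myeloid cells were 11 of 30 higher and 1 lower over the mean of ages, and photoreceptor genes 3 of 22 higher and 0 lower by limma (6 had an unadjusted p under 0.05).

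Dbl 2 days replicate 2 lay closest to Dbl 42 days replicate 1 (r = 0.958; 0.791 at most in its own group) and Dbl 42 days replicate 2 to Dbl 2 days replicate 1 (r = 0.951; 0.795 at most). Degraded RNA was excluded by the Gapdh 5'/3' ratio of the 2 arrays, at least 1.13 where the lowest of the other 4 is 0.323, and the deposited scale by the closest array of each, which was at the target for 2 of 2. An exchange of the labels of these 2 arrays is a candidate explanation: on an age score from 100 probe sets each way that part wt arrays of 2 and 42 days, Dbl 2 days replicate 2 exceeded Dbl 42 days replicate 2 by 2.80 (2.55 against -0.25), where the other Dbl arrays had -2.29 and -0.68 at 2 days and 2.26 and 2.38 at 42 days. Other arrays lay out of place too: wt 2 days replicate 2 and Dbl 2 days replicate 3 were each other's closest (r = 0.924; 0.818 and 0.807 at most in their own groups), 115 probe sets were lower at 2 days without the former and 58 higher without the latter, Dbl 14 days replicate 1 lay closest to wt 14 days replicate 1 (r = 0.809; 0.625 at most), and wt 2 days replicates 1 and 3 closest to wt arrays of 14 days. An exchange between the genotypes goes against a score from the 100 probe sets each way that part Dbl and wt arrays of the other ages, -1.88 against -0.91 at 2 days (other arrays -4.72 and -4.46 in wt, 0.09 and 0.89 in Dbl) and -3.98 against 0.16 at 14 days, and against the Ccl2 signal (15.5 against 681 and 22.5 against 5303), although the 2 arrays of 2 days lie between the groups; a difference of age at sampling was not tested, so a biological difference between pools stays open, and the model counts per age and their mean, the named genes and the gene lists were also computed without the first 2 arrays.

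The myeloid list was higher in Dbl lenses by camera at 2, 14 and 42 days (adjusted p = 4.6e-04, 2.9e-08 and 1.0e-06; 0.284, 0.221 and 0.221 with an estimated correlation), with 0, 2 and 2 of 30 genes called higher at these ages by limma. A lower share of lens RNA, which raises all other cell types alike, was not excluded, since the lists of other cell types disagree. Of 9 such lists with at least 5 members above the floor of 129, 7 had an upper quartile below the myeloid lower quartile of 0.72. The medians of these 7 ran from -0.98 for neutrophils and mast cells to 0.33 for the inner retina. With all members, 6 of 10 lists lay below the myeloid lower quartile of 0.45. Of the 3 lists with a median signal of at least the 214 of the myeloid list, however, 0 did. Photoreceptors (0.71) go with a lower share of lens RNA, and erythroid genes (-0.33) overlap. A change in the myeloid cells also stays open. Blood carried along with the lenses stays open: the erythroid list had medians of -0.76, 0.02 and -0.87 at 2, 14 and 42 days, but its genes went both ways, its upper quartile was below 0 at 0 of 3 ages, and the abundant globins Hbb-b2 (1.52, standard error 0.67, adjusted p = 0.152) and Hba-a1 (1.21, standard error 0.47, adjusted p = 0.107) were above 0 without passing. Macrophages in the Dbl lenses may explain it, as a hypothesis found on the same data. Of the 30 genes 86.7% had a log2 fold change above 0, which restates the pattern and so cannot test the hypothesis. Of the 5 most abundant, Ctss (2.40, adjusted p = 0.00381, mean signal 2782), C1qa (2.32, adjusted p = 0.00217, 1403) and C1qc (1.58, adjusted p = 0.00974, 1175) rose and Lgals3 did not pass (0.36, adjusted p = 0.801, 902). C1qb went the other way (-2.68, adjusted p = 1.8e-04, mean signal 2739) although its protein joins those of C1qa and C1qc; these 3 genes are also in the complement list, and expression by lens cells and a difference of strain stay open, as untested.

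The photoreceptor list was higher in Dbl lenses by camera at 2 and 42 days (adjusted p = 0.0240 and 0.0477; 0.699 and 0.739 with an estimated correlation), with 0 of 22 genes called at either age by limma. Retinal RNA carried along in some pools of either genotype stays open: the range of the median log2 signal of the list over the wt arrays exceeded the Dbl minus wt difference at 0 of 2 ages (0.49 and 0.48 against 0.89 and 0.65 at 2 and 42 days), but it was 2.39 and 1.71 over the Dbl arrays there, and at 14 days, with a difference of 0.31, wt arrays had 7.07, 9.29 and 9.72. Whether it rests on the 2 Dbl arrays that lie closest to the other age cannot be told apart from the loss of arrays: without them the list had a median of 0.56 (quartiles -0.50 and 1.15) against 0.89 (-0.07 and 1.35) at 2 days and of 0.62 (-0.21 and 1.21) against 0.65 (-0.43 and 1.32) at 42 days, and the call ended (adjusted p = 0.123 and 0.188 by camera; 4.2e-04 to 0.699 and 0.00243 to 0.739 over the alternatives), with a smaller change at 2 days and about the same change in fewer arrays at 42 days. Single arrays also ended it: 3 of 18 at 2 days, with Dbl 2 days replicate 1 (0.196) and wt 2 days replicate 2 (0.118) among them, and 8 of 18 at 42 days. Neither of these excludes the other, and expression in the lens stays open, as untested.

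Over the mean of ages 1200 probe sets were called, and the highest of the other splits among the 100 gave 1, so that 1 of 100 reached the real value and chance is excluded. By the study's rule 4602 probe sets passed at any age, a value reached by 2 of 100 splits, the real one among them. The highest other split gave 5467, more than the real one, so this count does not by itself point to genotype. For the difference of the Dbl effect between ages, 0 were called by limma (399, 209 and 481 at an unadjusted p under 0.05) so that 100 of 100 splits must give as many and the comparison decides nothing; the highest other splits gave 199, 732 and 95. At a single age 10 splits are too few for a share under 0.05: probe sets called were 25 at 2 days (highest other split 62; 2 of 10 as large), 40 at 14 days (0; 1 of 10) and 96 at 42 days (1; 1 of 10), and gene lists called were 10 at 2 days (9; 1 of 10), 9 at 14 days (11; 3 of 10) and 11 at 42 days (9; 1 of 10). At 14 and 42 days, where the numbers pair the arrays, 3 of the other splits part all 3 pairs as the real one does and the other 6 part 1 pair. At 2 days the split with 62 puts wt replicates 1 and 3 with Dbl replicate 2 against the rest, and it, like the splits with 199 and 732 calls for differences between ages, points to a structure of the samples that genotype and age do not name.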

How the results depend on the processing

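The fits without Dbl 2 days replicate 2 and Dbl 42 days replicate 2, without the low 5' arrays, with the deposited scale, and on the arrays at or below the target, and the other probe set of a gene for Tables 2 and 3, were chosen after seeing the data. The number of pools and, for part of the calls, signals near background limit these results: with 3 pools per group, changes of 1 on the log2 scale were recovered for at most 1 of 67 probe sets at a single age on simulated data, and with signals below the 40th percentile set to it 839 of the 1200 calls over the mean of ages were shared. Of 26179 values of named genes under the alternatives set before, 24590 kept direction and side of the threshold, 1014 kept the direction but were no longer called and 573 were newly called; under the added ones these were 1736, 132 and 28 of 1896. Of 2997 values of gene lists, 2839 kept both, 116 lost and 42 gained a call (added: 472, 25 and 20 of 518). Of 445 counts and correlations, 325 stayed within 1.5 times or the spread and 120 did not (added: 36 and 25 of 61). Reversed were the cell cycle and proliferation list at 42 days (adjusted p = 0.596, lower, on arrays deposited at the target only), Rpl41 over the mean of ages (0.13 with quantile normalization) and Bmpr1a at 42 days (-0.13 with the floor); the cause was not tested.

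Median scaling moved the median log2 fold change of all probe sets by -0.12 at 14 and 0.15 at 42 days, and quantile normalization and the top 60% of probe sets by 0.13 and 0.17 over the mean of ages. Below are the counts of probe sets that moved by more than 1.5 times, higher or lower in Dbl lenses, from 3 and 22 at 2 days, 12 and 28 at 14 days, 22 and 74 at 42 days and 396 and 804 over the mean of ages, and the correlations that moved from 0.415 (2 and 14 days), 0.590 (2 and 42) and 0.470 (14 and 42); except where the construction shows it, the cause was not tested. Median scaling: 2 lower at 2 days and 40 at 42 days. Quantile normalization: 11 lower at 2 days, correlation 0.523. Floor at the 40th percentile: 1 higher at 2 and 5 at 42 days, correlations 0.560, 0.741 and 0.614, and 2994 by the study's rule at any age. Pseudocount of 50: correlations 0.527, 0.675 and 0.587. Top 60% of probe sets by signal: 0.582, 0.705 and 0.634, and 2678 by the study's rule, with fewer probe sets tested. The ratio of 1.5 alone: 9530 by construction, without the U test. Separate fits per age, with fewer arrays in each: 1 higher and 0 lower by limma at 2 days (1665 at an unadjusted p under 0.05 in the fit of all ages), 2 and 8 at 14 days. Without trend: 12 lower at 2 and 17 at 14 days. arrayWeights: 696 higher and 1038 lower at 2 days, 242 and 432 at 14 days, 62 and 236 at 42 days, 1177 and 1793 over the mean of ages, and 30 in place of 0 for the difference between 2 and 14 days. Replicate number as a block: 45 and 117 at 2 days, 92 lower at 14 days, 50 and 157 at 42 days, 695 higher over the mean of ages; at 14 and 42 days, where the numbers pair the arrays, 37 of 40 and 85 of 96 calls were shared. Genes in place of probe sets, fewer items by construction: 1 and 9 at 2 days, 14 higher at 42 days. The study's rule per age, another test: 533 and 1556 at 2 days, 714 and 848 at 14 days, 809 and 1639 at 42 days. Gene list tests passed, 30 of 111: 0 with an estimated correlation (30 with the preset one by camera) and 19 by fry. On the arrays below the target only, 18 passed, all at 14 and 42 days, as wt has no such array at 2 days. With all arrays 9 passed at 14 days and 11 at 42 days, so the 18 cannot be set against the 30 of all ages. Without Dbl 2 days replicate 2 and Dbl 42 days replicate 2: 0 and 0 at 2 days (limma), 21 and 44 at 14 days, 230 and 528 over the mean of ages, correlation of 2 and 42 days 0.471; 706 of the 1200 calls over the mean of ages were shared. Low 5' arrays left out: 13 lower at 2 days, 1 and 2 at 42 days, correlation of 14 and 42 days 0.401. Deposited scale as a block: 6 lower at 2 days. Arrays at the target only, 11: 1 and 0 at 2 days, 3 and 12 at 14 days, 0 and 0 at 42 days, 51 and 200 over the mean of ages; arrays below it only, 7, which hold both genotypes at 14 and 42 days: 1 and 0, and 0 and 0, with fewer arrays in both and a lone array of a group assumed to vary like the other groups.

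Leaving out one array moved the higher and lower counts from 2 (without wt 2 days replicate 1) to 58 (without Dbl 2 days replicate 3) and from 1 (without wt 2 days replicate 1) to 115 (without wt 2 days replicate 2) at 2 days, from 2 (without wt 14 days replicate 3) to 14 (without wt 2 days replicate 2) and from 0 (without wt 14 days replicate 3) to 87 (without Dbl 14 days replicate 1) at 14 days, from 1 (without wt 42 days replicate 2) to 34 (without Dbl 14 days replicate 1) and from 1 (without wt 42 days replicate 2) to 109 (without Dbl 14 days replicate 1) at 42 days, and from 207 (without wt 2 days replicate 3) to 547 (without wt 2 days replicate 2) and from 524 (without Dbl 42 days replicate 1) to 953 (without wt 2 days replicate 2) over the mean of ages. For the 3 differences between ages it left 0 by limma each time (399, 209 and 481 at an unadjusted p under 0.05 with all arrays). The correlations moved from 0.291 (without Dbl 14 days replicate 1) to 0.481 (without wt 2 days replicate 2) for 2 and 14 days, from 0.469 (without wt 2 days replicate 1) to 0.623 (without wt 2 days replicate 2) for 2 and 42 days and from 0.350 (without wt 14 days replicate 1) to 0.503 (without Dbl 42 days replicate 2) for 14 and 42 days, list tests passed from 23 (without Dbl 42 days replicate 1) to 33 (without Dbl 14 days replicate 1), and table values with the paper's direction from 234 (without Dbl 14 days replicate 1) to 243 (without Dbl 14 days replicate 2). Not run were separate fits for the mean over ages, and the arrays below the target at 2 days, where wt has none.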

Differences from the paper's values

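Each alternative named here, unless said otherwise, was set before the data were examined. By its rule (a ratio of at least 1.5 and a U test at 0.05) the paper counts 2,776 genes, and on the deposited signals 4602 are the probe sets that pass the study's rule at any age. The count lies within 1.5 times of the paper's with the floor at the 40th percentile (2994), a pseudocount of 50 (3801), the top 60% of probe sets by mean signal (2678), genes in place of probe sets (3537) and a ratio of at least 2 (3193), and not with median scaling (4520), quantile normalization (4204), geometric means (4613), the ratio alone (9530) or the U test alone (5141). The paper's unit is a gene and the unit here a probe set, except with genes in place of probe sets.

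The fold change of mean signals in Table 2, written as a negative reciprocal where Dbl is lower, differs for 9 values of 6 genes; 11 alternatives set before were run for each, and for Crygb and Bad, which have another probe set, that one was added after the differences were seen. For the Crygb fold change of mean signals, Table 2, with the more abundant probe set, found by symbol, the paper gives -6.81 at 2 days and the signals gave -2.90 (-4.19 to -1.95 over those set before, none within), at 14 days the paper's -11.09 stands against -3.66 (-5.32 to -2.17, none within), and at 42 days the paper's -13.85 against -5.07, with geometric means (-6.16), without Dbl 42 days replicate 1 (-4.76) and without Dbl 42 days replicate 2 (-8.47) within the spread of the arrays and the other 8 not; the other probe set gave -6.18, -7.97 and -12.8, within the rule at all 3 ages. For Cdh2 at 2 days the paper gives 3.23 and the signals gave -1.35 (-2.47 to -1.01, none within), and for Bad at 2 days the paper's 2.06 stands against -2.06 (-2.69 to -1.73, none within) on the probe set of the paper's accession and 1.84 on the other. For Bad at 14 days the paper gives 1.12 and the signals gave -1.00, with the paper's direction without wt 14 days replicate 1 (1.03), wt 14 days replicate 3 (1.04) or Dbl 14 days replicate 1 (1.25) or on the other probe set (1.71), and not in the other 8. For Cdh1 at 14 days the paper's -1.16 stands against 1.02, with median scaling (-1.07), quantile normalization (-1.05), and without wt 14 days replicate 2 (-1.04) or Dbl 14 days replicate 2 (-1.05) in the paper's direction and the other 7 not. For Nlk at 14 days the paper's -1.09 stands against 1.14, with median scaling (-1.00), geometric means (-1.01) and without Dbl 14 days replicate 2 (-1.45) in the paper's direction and the other 8 not. For Eng at 2 days the paper's 1.27 stands against -1.09, in the paper's direction without wt 2 days replicate 1 (1.26) or Dbl 2 days replicate 3 (1.17) and not in the other 9. Of 249 values of 83 genes in Tables 2 and 3, 242 have the paper's direction (215 with the other probe set of each gene that has one), 37 lie over 1.5 times from the paper's value and 38 within 5% of it; those over 1.5 times apart and not given above differ by no more than the spread of the arrays. Some cells of Table 3 are printed with decimal commas, and for Acta2, Mki67, Ezr and Tjp1, which only that table holds, just the direction is described. Table 3 lists Acta2 as higher at 42 days where the signals gave -1.04 (1.03 with median scaling, 1.21 without wt 42 days replicate 3 and 1.17 without Dbl 42 days replicate 1).

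The paper has vimentin as not modulated, and Vim fell over the mean of ages (-1.13, standard error 0.28, adjusted p = 0.0178). Fig. 2 draws Zo-1 above the wt level at 14 and 42 days by qRT-PCR, whereas the array signal of its gene Tjp1 was lower at both ages (-0.98 and -0.91) and over the mean of ages (-1.19, standard error 0.25, adjusted p = 0.00640). The paper's text instead names Col4a1 as the only gene whose direction differed between qRT-PCR and arrays. Of 83 genes of Tables 2 and 3, 55 passed over the mean of ages and 28 did not; besides fits that leave out 1 array, these settings call some of the 28. Col4a3, Cdh5, Acvrl1, Bmp1, Nlk, Tcf12, Tfap2c, Wnt10b, Mfng, Casp9, Bnip1, Ccn2 and Mki67 were called with arrayWeights, Col4a3, Fgfr1, Nlk, Cntn1, Neurod4, Casp9, Cited2 and Sema3a with the replicate block, Cdh5 and Casp9 with quantile normalization, Casp9 with the top 60% of probe sets and with eBayes with trend and robust, Sema3a with the floor, and Col4a3 without the low 5' arrays, a setting chosen after seeing the values. Fits that leave out 1 of the 18 arrays call Cdh5 in 1, Col4a3 in 3, Acvrl1 in 1, Bmp1 in 1, Fgfr1 in 1, Frat1 in 1, Nlk in 1, Tcf12 in 1, Tfap2c in 1, Mfng in 2, Casp9 in 3, Ccn2 in 1 and Mki67 in 1. Acta2 (0.94, standard error 0.51, adjusted p = 0.247) and Cdh2 (0.37, standard error 0.36, adjusted p = 0.538), which the paper lists as higher, were called in no setting, and Mki67 (2.21, standard error 0.80, adjusted p = 0.0869) was called with arrayWeights (0.0166) over a range of 0.0166 to 0.421.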

Other observations

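The gene lists below were described at no statement above, although Table 1 of the paper holds terms for oxidative stress, cholesterol and complement and its discussion treats hypoxia, and no explanation was tested for them. Of 31 genes of antioxidant defence, 5 fell and 1 rose over the mean of ages (4 higher and 5 lower when adjusted over the list alone; 4 and 5 with the replicate block; 1 and 5 without Dbl 2 days replicate 2 and Dbl 42 days replicate 2). Among them heme oxygenase Hmox1 had a log2 fold change of -3.01 (standard error 0.38, adjusted p = 1.2e-04), the glutathione enzymes Gclc -1.64 (standard error 0.22, adjusted p = 1.9e-04) and Gss -1.57 (standard error 0.37, adjusted p = 0.0131), and the glutathione transferase Gstm1 -1.37 (standard error 0.22, adjusted p = 0.00112); Gstm5 (-0.87, adjusted p = 0.0221) and metallothionein Mt1 (1.74, adjusted p = 0.0495), named here after their values were seen, fell and rose. The list passed camera at no age (adjusted p = 0.656, 0.609 and 0.938 at 2, 14 and 42 days). Over the mean of ages it was lower by fry (adjusted p = 0.0110) and did not pass camera (0.757). The call of Mt1 was lost with median scaling and with quantile normalization. Of 28 genes of the hypoxia response and metallothionein, which share Hmox1 and Mt1 with that list, 2 rose and 3 fell (5 higher and 4 lower when adjusted over the list alone; 5 and 4 with the replicate block, 0 and 3 with median scaling, 0 and 3 with quantile normalization): the glycolytic enzyme Pfkp had 1.20 (standard error 0.36, adjusted p = 0.0460), Ndrg1 -1.60 (standard error 0.31, adjusted p = 0.00355) and the prolyl hydroxylase P4ha1 -1.41 (standard error 0.36, adjusted p = 0.0227); camera gave 0.501, 0.622 and 0.622. Of 17 genes of cholesterol synthesis, Ebp rose (1.71, standard error 0.43, adjusted p = 0.0189) and Mvk fell (-0.84, standard error 0.22, adjusted p = 0.0246; 1 higher and 1 lower when adjusted over the list alone; 0 and 1 without those 2 arrays), with camera at 0.476, 0.244 and 0.788. Of 16 genes of complement, 3 rose and 1 fell (4 higher and 2 lower when adjusted over the list alone; 5 and 1 without those 2 arrays): C1qa and C1qc, with C3ar1 (1.04, standard error 0.27, adjusted p = 0.0227), and C1qb, and the list passed camera at no age (lowest adjusted p = 0.573). The call of Pfkp was lost without 15 of the 18 arrays, left out one at a time (up to 0.0885, without wt 42 days replicate 2), with median scaling (0.0510), with quantile normalization (0.0553), without a trend of the variance (0.0621) and without the replicate 3 arrays of 42 days (0.0669), with an adjusted p of 0.00515 to 0.0885 over the alternatives. The call of P4ha1 was lost without 2 of the 18 arrays, left out one at a time (up to 0.0532, without wt 2 days replicate 3), with an adjusted p of 5.0e-04 to 0.0532 over the alternatives. The call of Ebp was lost without those 2 arrays (0.0547) and without the replicate 3 arrays of 42 days (0.0524), with an adjusted p of 0.00569 to 0.0547 over the alternatives. The call of Mvk was lost without 4 of the 18 arrays, left out one at a time (up to 0.0568, without Dbl 42 days replicate 1) and without the replicate 3 arrays of 42 days (0.0534), with an adjusted p of 0.00525 to 0.0568 over the alternatives. The call of C3ar1 was lost without Dbl 2 days replicate 1 (0.0537) and without the replicate 3 arrays of 42 days (0.0537), with an adjusted p of 0.00182 to 0.0537 over the alternatives.

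Of 18 lymphocyte genes, Cd79a (-1.19, standard error 0.34, adjusted p = 0.0344) and Cd2 (-1.24, standard error 0.38, adjusted p = 0.0485) fell over the mean of ages and 0 rose by limma (8 had an unadjusted p under 0.05 in either direction; 0 higher and 2 lower when adjusted over the list alone; 0 and 0 without Dbl 2 days replicate 2 and Dbl 42 days replicate 2), and the list was lower by camera at 42 days (adjusted p = 0.0159; 0.440 with an estimated correlation) and did not pass at 2 and 14 days (0.0843 and 0.622). Of 15 genes of neutrophils and mast cells, the mast cell tryptase Tpsb2 fell (-1.05, standard error 0.22, adjusted p = 0.00591) and 0 rose by limma (9 at an unadjusted p under 0.05; 1 higher and 8 lower when adjusted over the list alone; 1 and 1 without those 2 arrays); the list was lower by camera at 2 days (adjusted p = 0.0477; 0.478 with an estimated correlation, 0.0626 with the replicate block, 0.0523 without those 2 arrays; the call held in 14 of 31 alternatives and was lost without 8 of the 18 arrays, left out one at a time) and did not pass at 14 and 42 days (0.719 and 0.166). Of 13 genes of the retinal pigment epithelium, iris and ciliary body, Oca2 fell (-0.95, standard error 0.20, adjusted p = 0.00592) and 0 rose by limma (1 at an unadjusted p under 0.05; 0 higher and 1 lower when adjusted over the list alone; 0 and 1 without those 2 arrays), with camera at 0.525, 0.782 and 0.726. Of 14 genes of corneal and surface epithelium, Krt12 (-1.49, standard error 0.41, adjusted p = 0.0303), Lor (-0.66, standard error 0.17, adjusted p = 0.0234) and Sprr1b (-0.76, standard error 0.17, adjusted p = 0.00826) fell and 0 rose by limma (5 at an unadjusted p under 0.05; 0 higher and 3 lower when adjusted over the list alone; 0 and 2 without those 2 arrays), with camera at 0.0532, 0.726 and 0.110. Of 25 skeletal muscle genes, Casq1 (-1.75, standard error 0.29, adjusted p = 0.00136), Eno3 (-1.38, standard error 0.42, adjusted p = 0.0446) and Mylpf (-0.88, standard error 0.23, adjusted p = 0.0252) fell and 0 rose by limma (8 at an unadjusted p under 0.05; 0 higher and 4 lower when adjusted over the list alone; 0 and 2 without those 2 arrays), with camera at 0.0532, 0.632 and 0.110. The call of Cd79a was lost without 11 of the 18 arrays, left out one at a time (up to 0.0698, without Dbl 42 days replicate 1) and without those 2 arrays (0.104), with an adjusted p of 0.00306 to 0.104 over the alternatives. The call of Cd2 was lost without 13 of the 18 arrays, left out one at a time (up to 0.0975, without Dbl 42 days replicate 1), with median scaling (0.0686), with quantile normalization (0.153), with a signal floor at the 40th percentile (0.264), with the replicate block (0.0670), without those 2 arrays (0.0522) and without the replicate 3 arrays of 42 days (0.103), with an adjusted p of 0.00389 to 0.264 over the alternatives. The call of Krt12 was lost without 6 of the 18 arrays, left out one at a time (up to 0.0603, without wt 14 days replicate 1), without those 2 arrays (0.0520) and without the replicate 3 arrays of 42 days (0.0740), with an adjusted p of 0.00499 to 0.0740 over the alternatives. The call of Lor was lost without 3 of the 18 arrays, left out one at a time (up to 0.0530, without wt 42 days replicate 2), with an adjusted p of 0.00276 to 0.0530 over the alternatives. The call of Eno3 was lost without 14 of the 18 arrays, left out one at a time (up to 0.0951, without Dbl 42 days replicate 1), with median scaling (0.0703), without a trend of the variance (0.0649) and without the replicate 3 arrays of 42 days (0.101), with an adjusted p of 0.00592 to 0.101 over the alternatives. The call of Mylpf was lost without 3 of the 18 arrays, left out one at a time (up to 0.0579, without wt 2 days replicate 1) and without those 2 arrays (0.0687), with an adjusted p of 0.00901 to 0.0687 over the alternatives.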
